# The polyadenylation inhibitor cordycepin reduces pain, inflammation and joint pathology in rodent models of osteoarthritis

**DOI:** 10.1038/s41598-019-41140-1

**Published:** 2019-03-18

**Authors:** Sadaf Ashraf, Masar Radhi, Peter Gowler, James J. Burston, Raj D. Gandhi, Graeme J. Thorn, Anna M. Piccinini, David A. Walsh, Victoria Chapman, Cornelia H. de Moor

## Abstract

Clinically, osteoarthritis (OA) pain is significantly associated with synovial inflammation. Identification of the mechanisms driving inflammation could reveal new targets to relieve this prevalent pain state. Herein, a role of polyadenylation in OA synovial samples was investigated, and the potential of the polyadenylation inhibitor cordycepin (3’ deoxyadenosine) to inhibit inflammation as well as to reduce pain and structural OA progression were studied. Joint tissues from people with OA with high or low grade inflammation and non-arthritic post-mortem controls were analysed for the polyadenylation factor CPSF4 and inflammatory markers. Effects of cordycepin on pain behavior and joint pathology were studied in models of OA (intra-articular injection of monosodium iodoacetate in rats and surgical destabilisation of the medial meniscus in mice). Human monocyte-derived macrophages and a mouse macrophage cell line were used to determine effects of cordycepin on nuclear localisation of the inflammatory transcription factor NFĸB and polyadenylation factors (WDR33 and CPSF4). CPSF4 and NFκB expression were increased in synovia from OA patients with high grade inflammation. Cordycepin reduced pain behaviour, synovial inflammation and joint pathology in both OA models. Stimulation of macrophages induced nuclear localisation of NFĸB and polyadenylation factors, effects inhibited by cordycepin. Knockdown of polyadenylation factors also prevented nuclear localisation of NFĸB. The increased expression of polyadenylation factors in OA synovia indicates a new target for analgesia treatments. This is supported by the finding that polyadenylation factors are required for inflammation in macrophages and by the fact that the polyadenylation inhibitor cordycepin attenuates pain and pathology in models of OA.

## Introduction

Osteoarthritis (OA) is a common chronic age-related joint disease, with a significant inflammatory component^1–4^, and is a leading cause of pain and disability^5^. The pathophysiology of pain in OA is complex. Treatment options are largely limited to lifestyle changes (diet and exercise) and reducing pain with non-steroidal anti-inflammatory drugs [NSAIDS] or opioids which have limited efficacy and problematic side effects. As a result, joint replacement surgery is a common outcome.

OA pathology includes synovitis, cartilage damage, osteophytes and subchondral bone changes. The most prevalent symptom of OA is pain, which is associated with inflammation^6,7^. Macrophages play a major role in driving synovitis which in turn augments the progression of OA pathogenesis^3^. The nuclear factor kappa B (NF-ĸB) family of transcription factors mediates activation of inflammatory gene expression and is upregulated in chronic inflammatory states such as OA^8^. Upon inflammatory signaling, these transcription factors translocate into the nucleus and trigger the expression of a wide range of immunomodulatory, angiogenic and proliferative factors^9^. Differentiation of osteoclasts involved in bone remodelling is also NFkB-dependent^10^.

Cordycepin (3′deoxyadenosine) is an active compound from the caterpillar fungus *Cordyceps militaris*^11^. The biochemical pathway for cordycepin is well described, once inside the cell it is converted to cordycepin triphosphate (cordyTP) which inhibits the last two steps in messenger RNA synthesis, cleavage and polyadenylation, both in nuclear extracts and tissue culture^12,13^. Incorporation of cordyTP into the poly(A) tail traps a protein complex on the incomplete mRNA. This complex includes the polyadenylation factors cleavage and polyadenylation specificity factor subunit 4 (CPSF4) and WD repeat-containing protein 33 (WDR33), as well as other proteins such as nuclear export factors^14–16^. Although it is evident that cordyTP is a polyadenylation inhibitor, other targets of cordycepin, such as adenosine receptors have been proposed^17,18^.

Previously we showed that cordycepin specifically inhibits inflammatory gene expression in human airway smooth muscle cells. The effects of cordycepin in these cells were consistent with an inhibition of polyadenylation^19^, making this process a putative target for novel anti-inflammatory drugs.

Cordycepin has effects on both cartilage and bone, reducing chondrocyte hypertrophy *in vitro* via down-regulation of runt-related transcription factor 2 (Runx2), matrix metalloproteinases (MMPS) −3 and −13 as well as a disintegrin and metalloproteinase with thrombospondin motifs **(**ADAMTS) -4 and -5^20–23^.

Both *in vitro* and *in vivo* studies support potential benefits of cordycepin treatment in preventing bone loss through inhibition of osteoclast differentiation and having osteoprotective effects during osteoporosis^24–27^. Intra-articular knee injection of cordycepin for a period of 4 to 8 weeks ameliorated cartilage damage in osteoarthritic mice^28^, however neither pain or inflammation endpoints were reported^28^.

Synovial inflammation is associated with cartilage damage and bone changes in OA, and is significantly associated with joint pain. Anti-inflammatory activity of cordycepin is evident in murine macrophages *in vitro* and attributed to the repression of NF-ĸB dependent gene expression^19,29–31^. However, it is unknown if the effects of cordycepin on inflammation in macrophages can be attributed to effects in polyadenylation or whether this is true *in vivo*.

Identification of the mechanisms driving synovial inflammation have the potential to reveal new targets to relieve OA pain. Here we investigated whether there is evidence for changes in polyadenylation factors in clinical OA synovial samples, and then the potential of the polyadenylation inhibitor cordycepin to reduce pain and structural OA progression and inflammation. Our findings identify polyadenylation as a novel target for analgesic and disease modifying drugs for OA.

## Materials and Methods

### Reagents and antibodies

All reagents were purchased from Sigma-Aldrich unless otherwise stated. The following antibodies were obtained from Abcam, MMP13 (39012), osterix (22552), VEGF (46154) and nestin (18102). DRAQ5, NFκB p65 (4764) and nestin (47607) antibodies were purchased from Cell Signalling Technology Inc. WDR33 (374466) and ADAMTS5 (83186) antibodies were purchased from Santa Cruz Biotech. CPSF4 antibody was obtained from Protein Tech. PCNA (M0879) and CD68 (M0814) antibodies were obtained from Dako. Alkaline phosphatase and peroxidase kits as well as secondary antibodies were obtained from Vector Labs. MCSF was obtained from R&D Systems. RANKL was obtained from Peprotech.

### Rodent models of OA

Studies were in accordance with UK Home Office Animals (Scientific Procedures) Act (1986) and the International Association for the Study of Pain guidelines and were approved by ethical review board at the University of Nottingham. Data are presented in line with the ARRIVE guidelines. All animal studies were conducted in a manner that minimised animal distress, and euthanization of the animal occurred via an appropriate S1 technique (as listed by the UK Home Office). Animals were anesthetised with isoflurane (2.5–3%) in 100% oxygen (1 L per min) prior to surgeries and intra-articular injections. Tissues including synovia and joints were collected for molecular biology, histological and immunohistochemistry studies.

Male Sprague Dawley rats (n = 10/group) weighing 180–200 g were given intra-articular injection of monosodium iodoacetate (MIA) (1 mg/50 μl) in saline at day 0 into their left knee^32^. Control rats received intra-articular injection of 50 µl of saline. For the therapeutic MIA study, at Day 14, cordycepin (4 mg/kg, 8 mg/kg or 16 mg/kg) or vehicle (1 ml distilled water) were mixed with 1 g of wet mash and administered every other day until day 28. For the pre-emptive MIA study, cordycepin (8 mg/kg) was given at day 0 (prior to intra-articular injection) for a period of 2 weeks, until day 14. Rats were food restricted for 2 hrs prior to being given cordycepin. Pain behaviour was measured twice weekly following model induction.

Eight to nine weeks old male C57BL/6 mice (at least n = 15/group) underwent surgery on their left knee joint at week 0 to displace the medial meniscus as described previously^33^. A small longitudinal incision was made over the joint and using blunt dissection the underlying medial meniscotibial ligament (MMTL), which anchors the medial meniscus to the tibial plateau was transected, destabilising the medial meniscus (DMM). The wound was sutured and mice observed until they regained consciousness. Control group included those having sham surgery, in which the ligament was visualised but not transected. From week 14 to 16 mice were orally gavaged every other day with 200 µl cordycepin (8 mg/kg) or vehicle (23% propylene glycol [PPG] in distilled water)^34^. Pain behaviour was measured once weekly following model induction and then twice weekly following cordycepin treatment, until week 16.

Pain behaviour was quantified as a change in hindlimb weight-distribution and hindpaw mechanical withdrawal thresholds, as previously described^32^.

### Human osteoarthritic and post-mortem joint tissues

The joint tissue repository of the Arthritis Research UK Pain Centre, which contains samples from >1,700 subjects, was screened to select tissues obtained at the time of total knee replacement (TKR) for OA and tissues obtained post-mortem from age-matched subjects who had not sought medical attention for knee pain during the last year of life (non-OA control group). The tissue samples (n = 10 per group) were split into three distinct groups, OA group having high grade inflammation (median age [IQR]; 58 [57–73], 78% were male), OA group having low grade inflammation (median age [IQR]; 61 [58–70], 67% were male) and non-OA control group (median age [IQR]; 60 [50–70], 67% were male). Synovial inflammation was graded on a scale of 0–3 (where 0 = normal and 3 = severe [high grade] inflammation) by assessing the degree of synovial lining hyperplasia, inflammatory cell infiltrate, and cellularity^35^. Patients undergoing TKR fulfilled the American College of Rheumatology classification criteria for OA at the time of surgery^36^. Subjects from whom samples were obtained postmortem were recently deceased, had no history of rheumatoid arthritis or pseudogout, and had not previously sought help for knee pain during the last year of life, as determined by interviews with the relatives and review of case notes. Exclusion criteria for non-OA controls consisted of a history of OA, Heberden’s nodes identified on clinical examination, macroscopic chondropathy lesions of grade 3 or 4 in the medial tibiofemoral compartment, or osteophytes on direct visualization of the dissected knee. Informed consent was obtained from the TKR patients and from the next of kin of the postmortem subjects. All study protocols were performed in accordance with the relevant guidelines and regulations indicated by the UK National Research Ethics Service (Nottingham Research Ethics Committee 1 [05/Q2403/24] and Derby Research Ethics Committee 1 [11/H0405/2]).

### Tissue processing

Rat synovia with patellae were dissected, embedded in OCT and snap frozen in isopentane. Tibiofemoral joints were fixed for 48 hrs in 4% paraformaldehyde (PFA), then decalcified in 10% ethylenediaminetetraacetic acid (EDTA) in 10 mM Tris buffer (pH 6.95) for 4 weeks on a shaker at room temperature (RT). Coronal sections of trimmed joint tissues were mounted in paraffin wax. Mice synovia with patellae and tibiofemoral joints were either frozen on dry ice or the whole knee joints were fixed in 4% paraformaldehyde for 24 hrs before being decalcified in EDTA for 6 days on a shaker at RT. Sagittal sections of trimmed joint tissues were mounted in paraffin wax. For human tissue samples, midcoronal sections of the middle one-third of the medial tibial plateau were fixed in neutral-buffered formalin and then decalcified in 10% EDTA in 10 m*M* Tris buffer (pH 6.95; at 4 °C) prior to embedding in wax. Surgeons and technicians were instructed to collect synovium from the medial joint line. Synovial tissues were fixed in formalin and embedded in wax without decalcification.

### Joint histology

All sections for histology were cut at 5 μm and visualised using a 20 × objective lens unless otherwise indicated. All histomorphometry analysis was done on haematoxylin and eosin or Safranin-O/fast green-stained sections by at least two observers blinded to the treatment groups.

In the rat MIA model, cartilage damage, matrix proteoglycan and osteophytes were assessed as previously described^37^. The integrity of the osteochondral junction (OCJ) was measured as the number of channels (and those that were nestin positive) crossing the OCJ into the cartilage of the whole section of medial tibial plateau^37^. Synovial inflammation was graded as previously described^38^ on a scale from 0 (lining cell layer 1–2 cells thick) to 3 (lining cell layer >9 cells thick and/or severe increase in cellularity).

In the mice DMM model, joint pathology was assessed based on previously published scoring criteria^39,40^. Briefly, cartilage surface integrity was scored from 0 (normal) to 6 (vertical clefts/erosions to the calcified cartilage extending to >75% of the articular surface). Cartilage proteoglycan loss was scored from 0 (normal staining of non-calcified cartilage) to 5 (complete loss of safranin-o/fast green staining in the non-calcified cartilage extending to ≥75% of the articular surface). Chondrocyte hypertrophy score ranged from 0 (no chondrocyte hypertrophy) to 1 (enlarged chondrocyte lacunae with lack of safranin-o/fast green stain). Osteophyte size was scored from 0 (no osteophyte) to 3 (large osteophyte, greater than 3 x the thickness of the adjacent cartilage. Osteophyte maturity scores ranged from 0 (no osteophyte) to 3 (predominantly bone). Subchondral bone thickening score ranged from 0 (normal trabecular bone with greater than 50% marrow space) to 3 (solid bone spanning greater than two thirds of the width of the epiphysis). Synovial inflammation was graded on a scale of 0 (no inflammation: lining cell layer 1–2 cells thick) to 3 (severe inflammation: greater than 6 cells thick lining). In the human synovial sections inflammation was graded on a scale of 0–3 (where 0 = normal and 3 = severe inflammation) by assessing the degree of synovial lining hyperplasia, inflammatory cell infiltrate, and cellularity^35^.

### Immunohistochemistry and immunofluorescence

Synovial inflammation was measured as CD68 (clone ED1) positive macrophages as previously described^41^. Proliferating cell nuclear antigen (PCNA) positive cells and PCNA-immunoreactive CD31-positive cells were used to identify proliferating cells and proliferating endothelial cells respectively, as measures of the extent of synovial proliferation and angiogenesis^41^. To detect ADAMTS5, MMP13, nestin, VEGF, PCNA, CD68, NF-ĸB and CPSF4 immunoreactivity in paraffin embedded tissue sections, the sections were first deparaffinised and rehydrated in graded ethanol and water, followed by antigen unmasking (10 mM sodium citrate buffer, pH 6) at 80–85 °C for 20 mins. Sections were cooled for 10 mins at RT followed by permeabilisation (0.1% Triton X-100) and blocking (5% serum) steps. Primary antibodies were incubated overnight at 4 °C and secondary antibodies for 45 mins at RT. Vectastain ABC-AP alkaline peroxidase with Fast Diaminobenzidene (DAB) was used to visualise ADAMTS-5, MMP13, nestin, VEGF, CPSF4 and PCNA staining. Preparations were mounted in DePeX. To detect NF-ĸB, WDR33, CPSF4 and CD68 immunofluorescence in tissue sections and cell cultures, Alexa Fluor 488 and 568 secondary antibodies were used. Cell cultures were fixed for 15 mins in 4% PFA before proceeding to the immunofluorescence protocol as described above. DRAQ5 was used as nuclear stain and sections were mounted in aqueous mounting media.

### Osteoclast number

Tissue sections were dewaxed and recalcified before tartrate-resistant acid phosphatase (TRAP) staining. The number of TRAP-positive multinucleated osteoclasts were quantified within the subchondral bone area comprising the area between the cartilage/bone junction and the growth plate as described previously^42^.

### *In-vitro* model of human macrophage and osteoclast differentiation

This study was approved by the Nottingham University Medical School Research Ethics Committee. Monocytes were isolated from peripheral blood of healthy human donors and either differentiated into macrophages or osteoclasts as previously described^43^. For osteoclast differentiation, monocytes were isolated from buffy coats by gradient centrifugation and seeded onto glass coverslips within a 24-well culture plates, and cultured in growth media supplemented with human macrophage colony stimulating factor (MCSF) and human receptor activator of NF-ĸB ligand (RANKL), unless otherwise stated. Cells were incubated at 37 °C, 7% CO^2^ for 2 hrs, and the medium replaced. Growth media containing cordycepin (20 µM) was then added to the cells. After 14 days, cells were washed and fixed with 4% PFA. Differentiated osteoclasts were identified by TRAP staining. For quantification of TRAP positive cells five random fields of view were counted per coverslip using four coverslips per condition. Cells that stained positive for TRAP and had three or more nuclei were counted. For macrophage differentiation, the monocytes were grown in RPMI 1640 supplemented with 5% foetal bovine serum (FBS) in the presence of MCSF for 5 days. Adherent cells were washed, replated onto coverslips in a 24-well plate and cultured for a further 24 h in 3% FBS before stimulation with LPS with and without cordycepin. Cells were fixed in 4% PFA before proceeding to the immunofluorescence protocol. RAW264.7 cells were maintained in Dulbecco’s Modified Eagle Medium (DMEM) with 10% FBS in a humidified atmosphere of 5% CO_2_ and 95% air at 37 °C. Twenty four hours before experimentation, the cells were washed with PBS and supplemented with 0.5% serum. The cells were then treated with cordycepin (20 µM) either 1 hr before or 10 mins after LPS stimulation (1 µg/ml). After which the cells were either processed for protein/RNA extraction or immunofluorescence protocol. RNA isolation for tissue culture cells was done using the Promega Reliaprep system.

### Western blot analysis

RAW264.7 cells were lysed with radioimmunoprecipitation assay (RIPA) buffer (0.5% Igepal, 0.5% deoxycholate, 0.05% sodium dodecyl sulfate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_, 1 mM phenylmethylsulfonyl fluoride) containing protease/phosphatase inhibitors to extract total cell protein content. Protein concentration was determined by Bradford Assay. Approximately 30 µg of protein was subjected to SDS-PAGE and transferred to nitrocellulose membrane. To block non-specific binding of proteins, membranes were treated in TBST with 5% skimmed milk for 1 hr at RT, and were incubated overnight with primary antibodies against IĸB and vinculin at 4 °C, followed by secondary antibody incubation for 1 hr at RT. Immunoreactivity was detected by chemiluminescence. Western blot images were not reassembled after cuts between the vertical lanes. The blots were cut horizontally so to make it easier to probe for various antibodies simultaneously on the same blot. Each continuous image represents a single exposure.

### RNA isolation from tissues

At the end of the pain behavioural studies conducted in the DMM-model of OA, fresh-frozen synovial tissue and knee joints were collected and stored at −80 °C. Tissues were homogenized using the bullet blender. Total RNA was extracted from the tissues and RAW264.7 cells using TRIzol.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

500 ng of RNA was reversed transcribed to cDNA and diluted 5 fold with sterile distilled water before being subjected to qPCR using the GoTaq qPCR Master Mix containing the relevant forward and reverse primer sets (Supplementary Table 1). Primers for CD68, IL1β (spliced and unspliced), nestin, VEGF, PCNA, MYC, osterix, RUNX1, RUNX2 and TNF (spliced and unspliced) were designed with Primer Express 3.0 software. All qRT-PCR experiments were performed in triplicates, data were normalised to relative expression using the Qiagen Rotor-Gene Q software. All values were normalised to Ribosomal Protein L28 (RPL28) using the 2^−∆∆ct^ method.

### siRNA Transfection Protocol

RAW264.7 cells were transfected for 24 hrs with lipofectamine diluted in opti-MEM containing 5 nM siRNA for either WDR33 (Dharmacon SMARTpool ON-TARGETplus L-051645-01-0005) or CPSF4 (Dharmacon SMARTpool ON-TARGETplus L-052851-01-0005). Media was changed the next day and cells transfected again and incubated for a period of 24 hrs before being processed for either immunofluorescence or RNA extraction.

### Microarray analysis

High-throughput analysis was conducted on RNA extracted from RAW 264.7 cells treated with either 20 μM cordycepin or vehicle control for 1 hr before being stimulated with LPS (1 μg/ml) or vehicle control for a further 1 hr, to reveal the genome wide changes brought about by cordycepin. Biological replicates (n = 4, 16 RNA samples in total) were then analysed on a mouse GE 8 × 60 K microarray (Agilent, cat no G4852A). This was followed by cluster analysis on the lists of RNAs whose levels were changed by cordycepin. This gene ontology analysis was done using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8 software on the list of genes most strongly downregulated in the LPS with cordycepin treatment group compared to LPS alone group.

### Image analysis and quantification

Synovial macrophage fractional area was the percentage of synovial section area positive for CD68, and synovial angiogenesis was measured as endothelial cell proliferation index, defined as the percentage of endothelial nuclei positive for PCNA, derived using four fields per section and one section per case as described previously^2,44^. Cartilage cellularity was quantified by counting the chondrocytes in three microscopic fields (355 μm x 265 μm) per section, at central, medial and lateral side of the medial tibial plateau (MTP) taken under 40 × magnification. Total number of chondrocytes and number of positively stained chondrocytes were counted in each section. Results were expressed as the percentage positive cells. At least 3 images per section and 3 sections per block were analysed^45^. Nestin and VEGF expression in the subchondral bone was analysed using imageJ software as the area (µm^2^) covered by nestin/VEGF immunoreactivity. PCNA expression in human synovial tissues was analysed on deconvoluted DAB and haematoxylin images in ImageJ as percentage of PCNA positive cells. NF-ĸB immunofluorescence was analysed on ImageJ as nuclear versus cytoplasmic intensity expression or intensity per µm^2^. All histology and immunohistochemistry image analyses were performed using a Zeiss Axioskop 50 microscope and a KS300 image analysis system. Immunofluorescence images were captured using a Leica confocal microscope.

### Statistical analysis

Data were analyzed with GraphPad Prism version 6 and are presented as either the mean ± SEM or mean ± SD. For all comparisons, p < 0.05 was taken to indicate statistical significance. Parametric data were analysed using analysis of variance (ANOVA) with post hoc Dunnett’s test. Univariate comparisons were made against controls using the Student t test. Non-parametric data were analysed using the Kruskal–Wallis test followed by the Mann–Whitney test with Bonferroni correction.

## Results

### The polyadenylation marker CPSF4 is elevated in inflamed synovial tissues from people with OA

Increased synovial cellularity and angiogenesis were observed in synovia from people with OA who had high grade synovial inflammation compared with age and sex-matched post mortem non-arthritic control tissues (Fig. 1A). Synovia from people with OA with low grade inflammation were similar to post mortem control tissues. Increased NFκB and CPSF4 expression observed in synovia from people with OA who had high grade inflammation was localised to CD68 positive macrophages (Fig. 1B,C). These data demonstrate that there are significant changes in the polyadenylation machinery in human OA synovitis.

**Figure 1:**
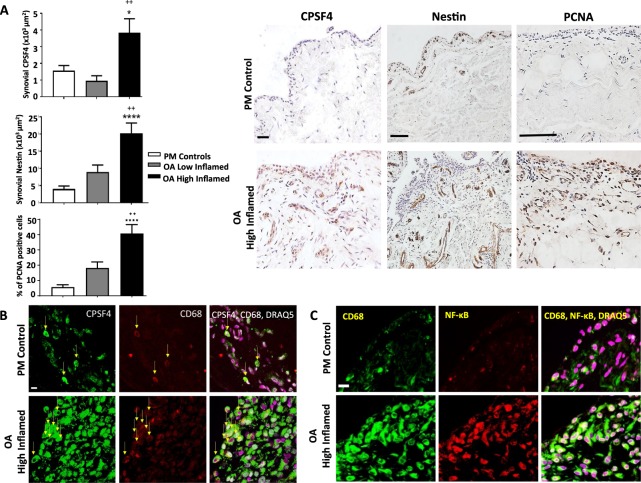
Expression of CD68 positive macrophages, cell proliferation, angiogenesis, NFκB and the polyadenylation marker CPSF4 in synovia from OA patients with varying degree of inflammation. Synovia from OA patients with high grade inflammation (n = 10), low grade inflammation (n = 10) and post-mortem (PM) control tissues (n = 10) were used to detect the expression of the polyadenylation marker CPSF4, angiogenesis marker nestin, extent of cell proliferation (proliferating cell nuclear antigen [PCNA], CD68 positive macrophages and NFκB. Synovia from OA patients with high grade inflammation expressed higher levels of CPSF4 (**A**,**B**) and NFκB (**C**) compared to PM non-arthritic control tissues, and the expression was localised to CD68 positive macrophages. CPSF4 expression was seen in the nucleus and cytoplasm of CD68 positive macrophages (**B**) as indicated by yellow arrows. Greater density of nestin positive blood vessels (**A**) and increased cell proliferation (**A**) was also seen in the synovia from OA patients with high grade inflammation compared to PM control tissues. Synovia from OA patients with low grade inflammation were similar to PM control tissues. DRAQ5 was used to detect cell nuclei. Scale bar = 20 µm. Data are mean ± SEM of tissues from n = 10 patients per group. *p < 0.05 versus post mortem controls. ^++^p < 0.01 versus low inflamed OA group.

### Cordycepin reduces pain and synovial inflammation in two rodent OA models

To assess the potential of cordycepin as a treatment for OA we used two different rodent OA models.

Oral doses of 8 mg/kg and 16 mg/kg cordycepin were similarly effective at reducing pain behaviour in rats with OA induced by intra-articular injection of MIA and 8 mg/kg was used for all further animal studies (Fig. 2).

**Figure 2:**
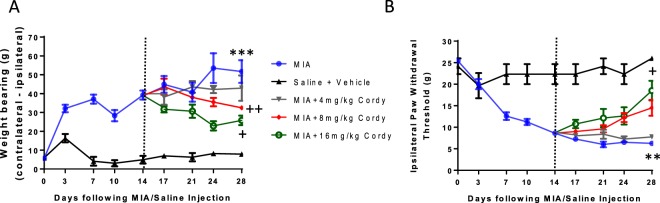
Cordycepin reduces established pain behavior in a dose-dependent manner in the MIA model of OA. Male Sprague Dawley rats (n = 8/group) were given intra-articular injection of MIA (1 mg/50 μl) at day 0. At Day 14 (dotted line), cordycepin or vehicle mixed with 1 g of wet mash was administered every other day until day 28. Rats were food restricted for 2 hrs prior to being given cordycepin. At the time of being given cordycepin, rats were moved to individual cages (housed 1/cage) and given wet mash containing cordycepin. Rats were habituated for pain behaviour testing (**A**: incapacitance [weight-bearing] and B: Von-Frey [paw-withdrawal threshold]) prior to model induction. Pain behaviour was measured twice weekly following model induction until day 28. Pain behavior increased in the arthritic animals (blue line) following MIA injection (day 0) compared to controls (black line) and the increase was maintained until day 28. Dose dependent reduction in pain behavior is evident following cordycepin administration at day 14. With higher doses of cordycepin being more effective at reducing pain behavior. *versus saline + vehicle treated groups. ^+^versus MIA group.

Preventative oral cordycepin treatment given 2 hrs prior to MIA injection and thereafter every other day for 2 weeks (day 0 to 14) reduced MIA-induced pain behaviour measured as hind limb weight bearing asymmetry and ipsilateral paw withdrawal threshold (Fig. 3A,B). MIA-induced synovitis (Fig. 3C,D,G), synovial cell proliferation (Fig. 3E,H) and synovial angiogenesis (Fig. 3F,H) were also reduced following cordycepin treatment. Initial reduction in pain behaviour following preventative treatment with cordycepin in the MIA model was seen at day 3 and this reduction was maintained through day 14 (Fig. 3A,B).

**Figure 3:**
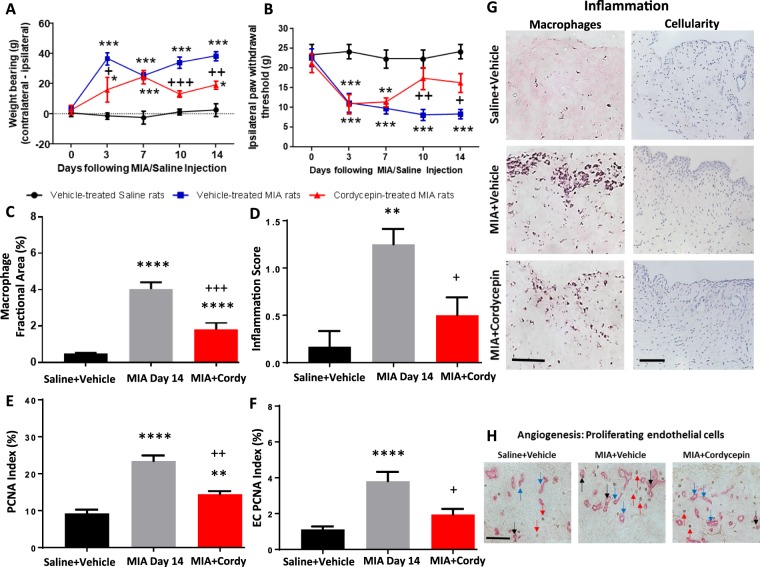
Pre-emptive cordycepin treatment reduces pain and synovial inflammation in the MIA model of OA. OA was induced on day 0 by injecting MIA (1 mg/50 µl) in the left knee joints of male Sprague Dawley rats (**A**,**B**). Cordycepin (Cordy; 8 mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks, starting at day 0 until day 14. Saline (50 µl) injected rats were used as controls. Cordycepin treatment reduced MIA-induced changes in pain behaviour measured as weightbearing asymmetry (**A**) and mechanical allodynia (**B**). Cordycepin treatment reduced MIA-induced increase in synovial macrophages (**C**,**G**), cellularity/lining thickness (**D**,**G**), cell proliferation (**E**,**H**) and angiogenesis (F and H). Immunostaining of CD68 positive macrophages and haematoxylin and eosin stained sections showed cellular infiltration (**G**). Immunostained sections for proliferating endothelial cells (ECs) (proliferating cell nuclear antigen [PCNA] positive CD31 cells); black arrows, non-proliferating ECs; blue arrows and PCNA positive cells; red arrows (H). Data are presented graphically as mean ± SEM from n = 10 rats/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus vehicle-treated saline-injected controls. ^+^p < 0.05, ^++^p < 0.01, ^+++^p < 0.001, ^+++^p < 0.0001 versus vehicle-treated MIA-injected day 14 OA rats.

When cordycepin was given therapeutically to rats with MIA-induced OA for a period of 2 weeks (day 14 to 28; every other day) it first reduced the pain behaviour as measured by the hind limb weight bearing asymmetry and ipsilateral paw withdrawal threshold (Fig. 4A,B) at day 21 (7 days after cordycepin treatment). This decrease in pain behaviour was maintained through day 28. The reduction in MIA-induced pain behaviour was accompanied by a reduction in MIA-induced increases in synovial macrophages (Fig. 4C–E), angiogenesis (Fig. 4C,G), cellularity (Fig. 4C,F) and NFκB expression by synovial macrophages (Fig. 4H,I). Although CPSF4 expression was somewhat increased in the synovia from the MIA model of OA, neither this nor inhibitory effects of cordycepin on CPSF4 expression reached statistical significance (Supplementary Fig. 1).

**Figure 4:**
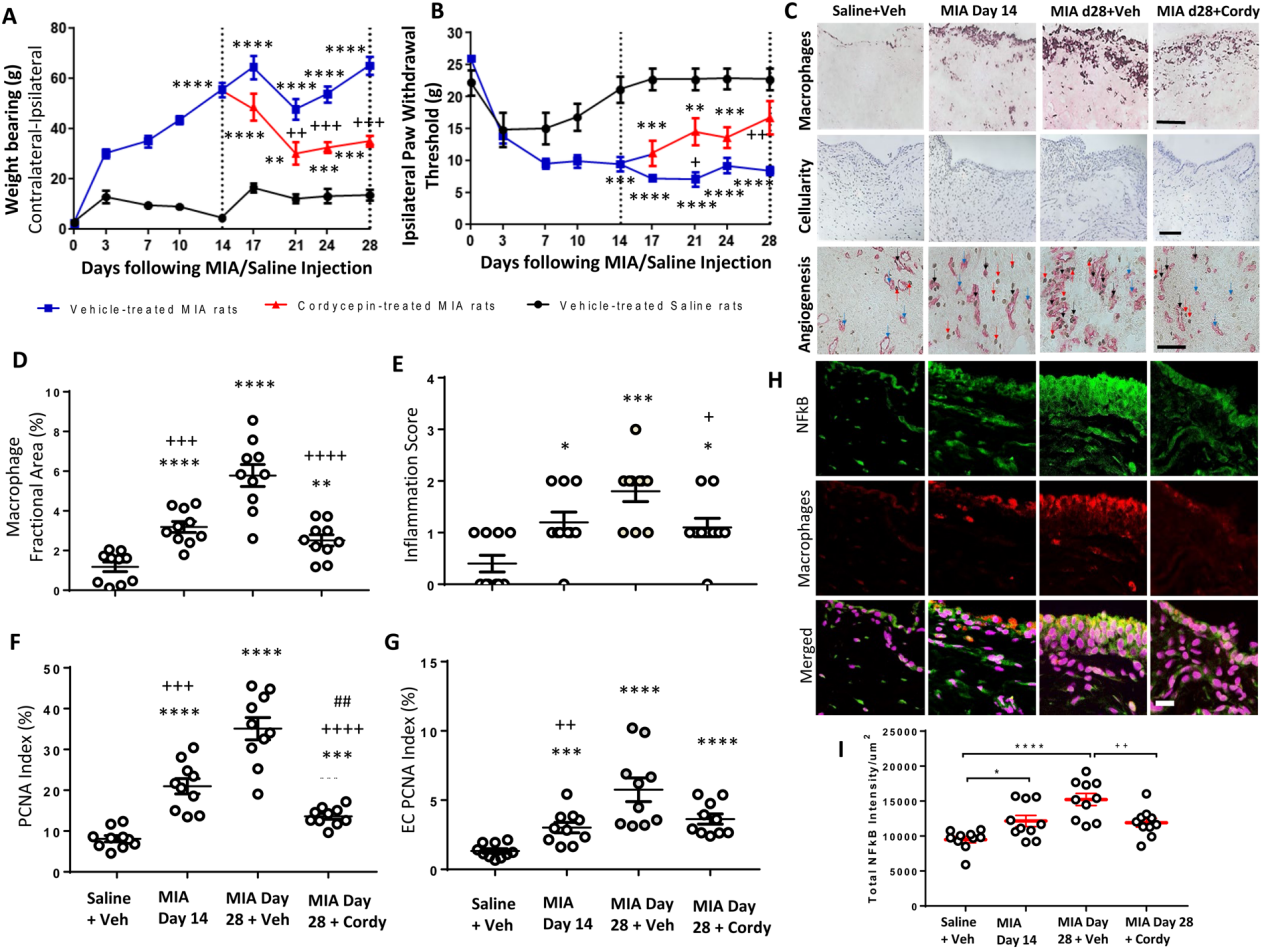
Therapeutically administered cordycepin reduces MIA-induced pain and synovial inflammation. OA was induced on day 0 by injecting MIA (1 mg/50 µl) in the left knee joints. Cordycepin (Cordy; 8 mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks starting at day 14; once MIA-induced changes were established, to day 28. Saline (50 µl) injected rats were used as controls. Cordycepin treatment reduced MIA-induced changes in pain behaviour measured as weightbearing asymmetry (**A**) and mechanical allodynia (**B**). Synovial sections were immunostaining for CD68 positive macrophages, PCNA positive CD31 blood vessels and proliferating endothelial cells (ECs) (proliferating cell nuclear antigen [PCNA] positive CD31 cells); black arrows, non-proliferating ECs; blue arrows and PCNA positive cells; red arrows (**C**). Haematoxylin and eosin stained sections showed cellular infiltration (C). MIA-induced synovial inflammation measured as macrophage fractional area (**D**) and synovial lining thickness score (**E**) as well as synovial cell proliferation (**F**) were also reduced in the cordycepin treated groups. Cordycepin treatment did not significantly reduce MIA-induced synovial angiogenesis (**G**). Immunofluorescence staining for synovial NFκB (p65) intensity (**H**,**I**) showed that synovial macrophages expressed NFκB and the expression of NFκB increased with MIA-induced disease progression (**H**). Cordycepin treatment reduced the synovial NFκB (p65) intensity (I). Scale bars are 100 µm. Data are mean ± SEM of n = 10 rats per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus vehicle-treated saline-injected controls. + p < 0.05, ^++^p < 0.01 versus vehicle-treated MIA-injected OA rats at day 28. ^##^p < 0.01 versus MIA-injected OA rats at day 14.

Induction of the DMM model in mice exhibited a significant increase in weight bearing asymmetry by week 12 and this was maintained through week 16 (Fig. 5A). DMM surgery did not significantly alter paw withdrawal threshold (Supplementary Fig. 2). Cordycepin treatment (every other day from week 14 to 16) reduced established pain behaviour measured as hind limb weight bearing asymmetry in the DMM model (Fig. 5A). Initial reduction was seen 2 hrs following oral cordycepin and maintained through week 16 (Fig. 5A). The DMM model was also associated with synovial inflammation (Fig. 5B,C and Table 1), and with increases in synovial mRNA expression levels of inflammatory (Fig. 5B,E), angiogenesis (Fig. 5C,F) and cell proliferation (Fig. 5D,G) markers. A 2 week oral treatment with cordycepin reduced synovial mRNA expression of inflammatory (CD68 and IL1β) and angiogenic (nestin and VEGF) markers in the DMM model, indicating effects of cordycepin on synovial inflammation at the cellular level, although significance was not achieved for cell proliferation (PCNA and MYC) markers (Fig. 5D,G), nor on histological synovial inflammation score (Table 1).

**Figure 5:**
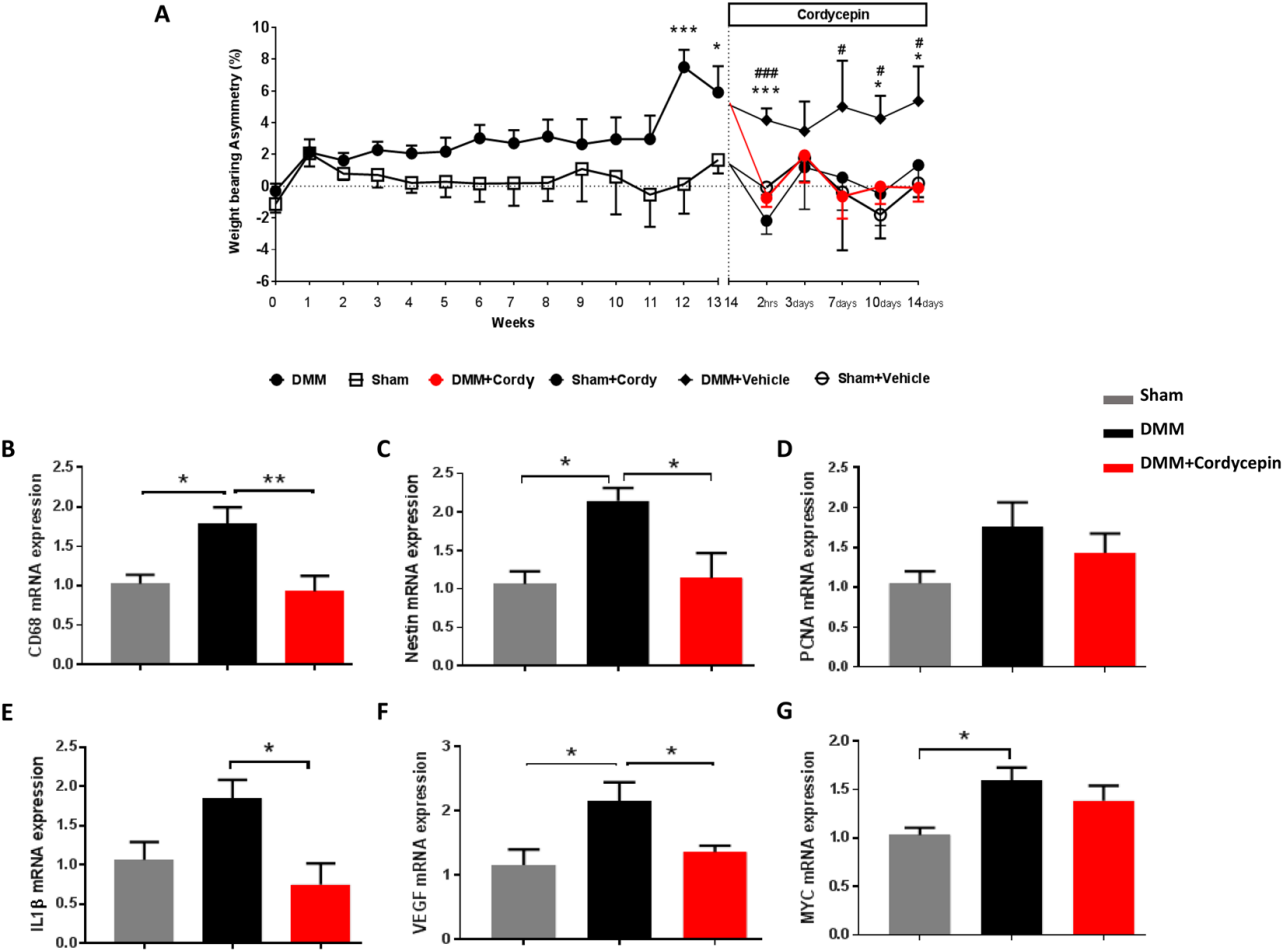
Cordycepin treatment reduces established knee joint pain and synovial inflammation in the DMM model of OA. OA was induced on day 0 by surgically displacing the medial meniscus (DMM). Sham-operated mice were used as controls in which the ligament was visualised but not transected. Cordycepin or vehicle was given orally for a period of 2 weeks, starting at week 14 when knee joint pain measured as weightbearing asymmetry (**A**) was first evident in the DMM operated mice. Sham-operated mice did not exhibit joint pain. Cordycepin (cordy) treatment reduced the established pain behavior observed following DMM surgery (**A**). Fresh frozen synovial tissues were dissected at week 16 and synovial tissue mRNA expression analysed for inflammatory (**B**; CD68 and E; IL1β) and angiogenic (**C**; nestin and **F**; VEGF) markers with no alteration in cell proliferation (D; PCNA and G; MYC) markers. Data are mean ± SEM of n = 15 mice per group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus sham controls. ^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001 versus DMM + Cordy group.

**Table 1:** Cordycepin treatment reduces cartilage and bone damage in the mice destabilising of medial meniscus (DMM) model of OA. Values are the median (IQR). ^+^p < 0.05, ^++^p < 0.01 versus arthritic (DMM) mice.

Structural changes in the knee joint (Histology Score)	Treatment Groups		
	Non-arthritic	Arthritic (DMM)	DMM + Cordycepin
Cartilage Damage (range 0–6)	0 (0–0.25)^++^	3 (2.5–4.5)	0.25 (0–1.25)^+^
Chondrocyte Hypertrophy (range 0–1)	0 (0–1)^++^	1 (1–1)	0 (0–0.25)^+^
Proteoglycan Loss (range 0–5)	0 (0–0.3)^++^	1.5 (0.5–1.5)	0 (0–0.25)^++^
Osteophyte Size (range 0–3)	0 (0–0.1)^+^	0.5 (0.5–1)	0 (0–0.1)^+^
Osteophyte Maturity (range 0–3)	0 (0–0)^++^	1 (0.5–1.5)	0 (0–0.1)^+^
Subchondral Bone Thickness (range 0–3)	0 (0–0.6)	1 (0.5–3)	0 (0–0.4)^+^
Synovial Inflammation (range 0–3)	0.5 (0–1.1)^+^	2 (1–3)	2 (0.5–2)

### Effects of cordycepin on cartilage damage and subchondral bone changes in two rodent OA models

The MIA model of OA was associated with cartilage damage measured as proteoglycan loss, increased chondropathy score and expression of proteolytic enzymes (MMP13 and ADAMTS5). In addition, there was formation of osteophytes and subchondral bone remodelling measured as number of channels crossing the OCJ, expression of TRAP-positive osteoclasts and nestin and VEGF expression in the subchondral bone (Figs 6–9, and Supplementary Fig. 3).

**Figure 6:**
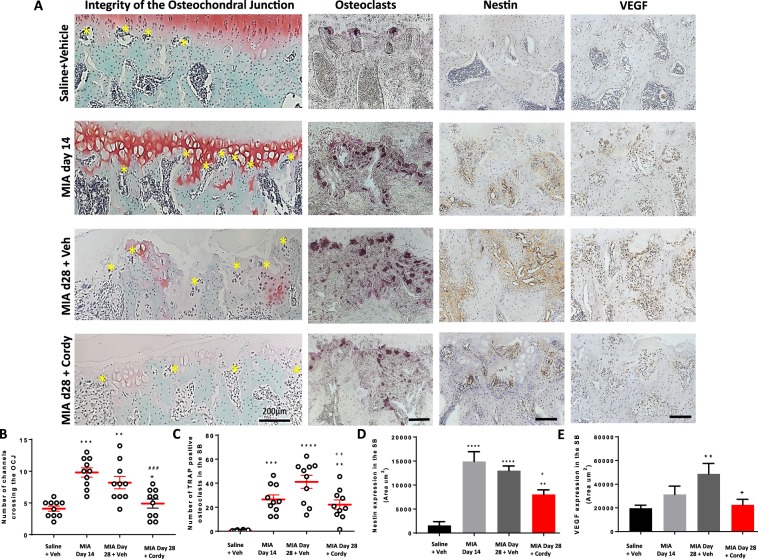
Cordycepin treatment reduces monosodium iodoacetate (MIA)-induced subchondral bone changes. OA was induced by injecting MIA (1 mg/50 µl) in the left knee joints on day 0. At day 14, cordycepin (Cordy; 8 mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks until day 28. Saline (50 µl) injected rats were used as controls. Cordycepin treatment reduced MIA-induced increase in number of channels crossing the osteochondral junction (OCJ) (**A**,**B**), tartrate-resistant acid phosphatase (TRAP) positive osteoclasts (**A**,**C**) as well as nestin (**A**,**D**) and VEGF (**A**,**E**) expression in the subchondral bone. Vehicle-treated saline-injected control rats showed fewer number of channels crossing the OCJ and TRAP positive osteoclasts as well as nestin and VEGF expression in the subchondral bone compared with MIA rats. Coronal sections of rat joints were stained for Safranin-O fast green showing histological changes in the cartilage and subchondral bone (OCJ), TRAP positive osteoclasts), nestin and VEGF immunoreactivity. Scale bar = 100 µm. Data are presented graphically as mean ± SEM from n = 10 rats/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus vehicle-treated saline-injected controls. ^+^p < 0.05, ^++^p < 0.01, ^+++^p < 0.001, ^++++^p < 0.0001 versus vehicle-treated MIA-injected OA rats at day 28. ^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001, ^####^p < 0.0001 versus MIA-injected OA rats at day 14.

**Figure 7:**
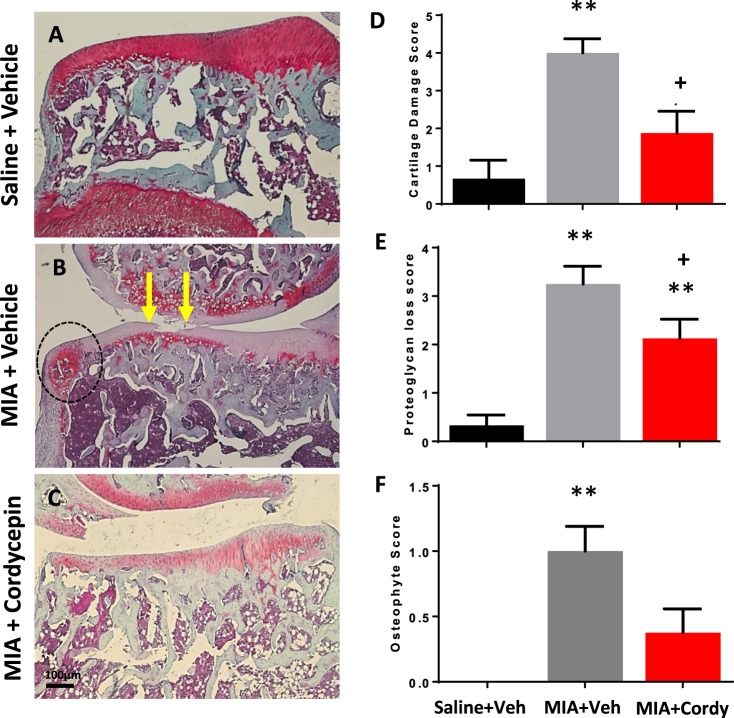
Pre-emptive cordycepin treatment reduces MIA-induced cartilage damage. OA was induced by injecting MIA (1 mg/50 µl) in the left knee joints on day 0. At day 14, cordycepin (Cordy; 8 mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks, from day 0 until day 14. Saline (50 µl) injected rats were used as non-arthritic controls. Vehicle-treated saline-injected control rats showed smooth cartilage and joint margins with normal chondrocyte distribution and proteoglycan staining (**A**). Increased cartilage loss (**B**; arrows) and osteophyte growth (**B**; circle) at joint margins accompanied with chondrocyte hypocellularity and severe loss of proteoglycan staining was observed in the MIA rats (**B**). Cordycepin-treated MIA rats had reduced cartilage damage (**C**,**D**) and improvement in proteoglycan staining (**C**,**E**). Codycepin treatment did not significantly reduce osteophyte score (**C**,**F**). Data are presented graphically as mean ± SEM from n = 10 rats/group. **p < 0.01 versus vehicle-treated saline-injected controls. ^+^p < 0.05 versus vehicle-treated MIA-injected day 14 OA rats.

**Figure 8:**
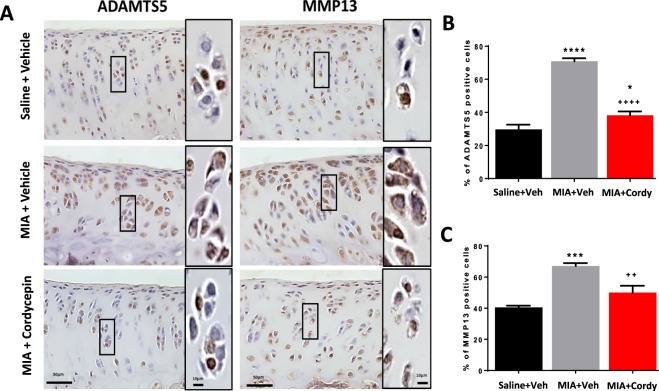
Pre-emptive cordycepin treatment reduces MIA-induced cartilage damage by inhibiting the expression of cartilage proteolytic enzymes. OA was induced by injecting MIA (1 mg/50 µl) in the left knee joints on day 0. At day 14, cordycepin (Cordy; 8 mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks, from day 0 until day 14. Saline (50 µl) injected rats were used as non-arthritic controls. Vehicle-treated saline-injected control rats showed normal chondrocyte distribution and expression of proteolytic enzymes (ADAMTS5 and MMP13). Chondrocyte hypocellularity was observed in the MIA rats with increased expression of proteolytic enzymes by chondrocytes (**A**–**C**). Cordycepin-treated MIA rats showed significant reduction in chondrocyte expression of ADAMTS5 and MMP13. Moreover, following cordycepin treatment, chondrocyte expression of ADAMTS5 and MMP13 appeared to be mostly nuclear and there was a reduction in chondrocyte hypertrophy. Data are presented graphically as mean ± SEM from n = 10 rats/group. *p < 0.05, ***p < 0.001, ****p < 0.0001 versus vehicle-treated saline-injected controls. ^++^p < 0.01, ^++++^p < 0.0001 versus vehicle-treated MIA-injected day 14 OA rats.

**Figure 9:**
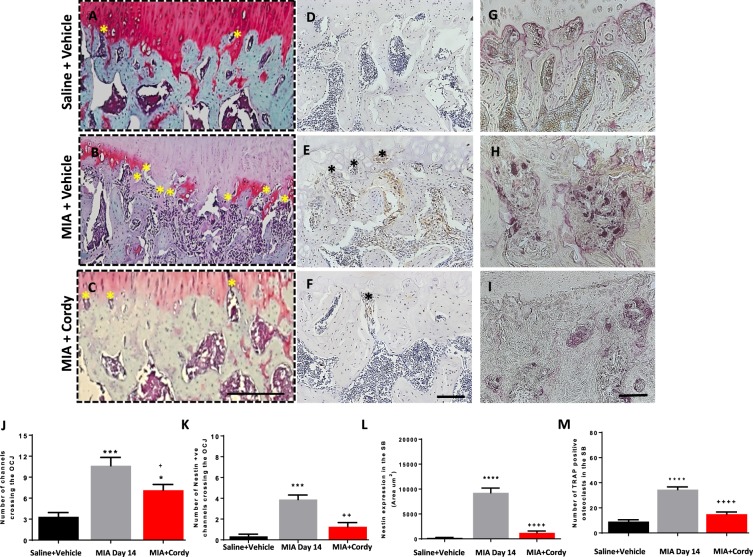
Pre-emptive cordycepin treatment reduces monosodium iodoacetate (MIA)-induced subchondral bone changes. OA was induced by injecting MIA (1 mg/50 µl) in the left knee joints on day 0. Cordycepin (Cordy; 8 mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks from day 0 until day 14. Saline (50 µl) injected rats were used as controls. Cordycepin treatment reduced MIA-induced increase in number of channels crossing the osteochondral junction (OCJ) (**A**–**C** and **J**) and those that were nestin positive (K). MIA-induced increase of nestin expression in the subchondral bone (**D**–**F** and **L**) and tartrate-resistant acid phosphatase (TRAP) positive osteoclasts (**G**–**I** and **M**). Vehicle-treated saline-injected control rats showed fewer number of channels crossing the OCJ and TRAP positive osteoclasts as well as nestin expression in the subchondral bone compared with MIA rats. Safranin-O fast green stained coronal sections of rat joints (**A**–**C**) showing histological changes in the cartilage and subchondral bone. Examples of coronal rat joint sections showing nestin immunoreactivity (**D**–**F**) and TRAP positive osteoclasts (**G**–**I**). Scale bar = 100 µm. Data are presented graphically as mean ± SEM from n = 10 rats/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 versus vehicle-treated saline-injected controls. ^+^p < 0.05, ^++^p < 0.01, ^+++^p < 0.001, ^++++^p < 0.0001 versus vehicle-treated MIA-injected OA rats at day 14.

Preventative cordycepin treatment reduced all the measures of MIA-induced cartilage damage (Figs 7 and 8) and subchondral bone remodelling (Fig. 9), but did not significantly alter MIA-induced osteophyte formation (Fig. 7). Therapeutic cordycepin reduced MIA-induced subchondral bone remodelling (Fig. 6), but had no significant effect on MIA-induced cartilage damage and osteophyte formation (Supplementary Fig. 3).

Similar to the MIA model (Figs 2–4, Figs 6–9 and Supplementary Fig. 3), the DMM model was associated with cartilage damage, proteoglycan loss, chondrocyte hypertrophy, increased ADAMTS5 and MMP13 expression in chondrocytes, osteophytosis (size and maturity) and synovial inflammation (Table 1 and Supplementary Fig. 4). Cordycepin treatment reduced all of the above measures of joint pathology in the DMM model (Table 1 and Supplementary Fig. 4). Increased expression of CD68 mRNA was evident in the joints of DMM-operated mice and reduced in the DMM-operated mice treated with cordycepin (Supplementary Fig. 5C). The moderate increase in joint angiogenesis markers (nestin and VEGF) observed in the DMM model (Supplementary Fig. 5A,B) was not significantly affected by cordycepin treatment. The mRNA expression profile of the osteoblast differentiation markers, osterix, RUNX1 and RUNX2 was increased in the joints of DMM mice and reduced with cordycepin treatment (Supplementary Fig. 5). Unlike the MIA model of OA, TRAP positive osteoclasts were not observed in the DMM mice (Supplementary Fig. 4).

### Cordycepin reduces inflammatory transcription in macrophages through inhibiting nuclear localisation of NFĸB

To elucidate possible direct actions of cordycepin in macrophages we stimulated mouse macrophage cell line RAW264.7 and human blood monocyte derived macrophages with LPS. 

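The arrays cover the RAW264.7 cells, a macrophage-like line from a mouse tumour, and the human monocyte derived macrophages are not analysed here. Cells were incubated for 60 min with cordycepin at 20 μM, an adenosine analogue that inhibits polyadenylation, or with the DMSO vehicle. LPS at 1 μg/ml was then added for a further 60 min, and cultures without LPS stayed in cordycepin or DMSO for the same 120 min. The 4 conditions are named here DMSO, cordycepin, LPS+DMSO and LPS+cordycepin, and each had 4 biological replicates with 1 array per culture, 16 arrays in all. Per the labels, each replicate number was collected on a day of its own, with the cultures of that number in wells of one plate. Replicates 1 and 2 of every condition were on one slide and replicates 3 and 4 on the other. For the isolation of RNA, the paper's methods name TRIzol for RAW264.7 cells and, in another section, a Promega Reliaprep system for cultured cells, whereas the labels name a Nucleospin column kit. Cy3-labelled RNA was hybridised to 1-colour Agilent mouse expression arrays.

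The authors read the arrays with Agilent's Feature Extraction software, and the deposited processed signal is a spot intensity after subtraction of background and of a spatial trend, without scaling between arrays. Signals near background carry a small surrogate value in its place. Each array held 59305 spots other than controls, for 55681 probes. Between 21999 and 30362 of these spots per array (37.1% to 51.2%) were well above background by the software's own test. The median number was 25487 in DMSO, 27609.5 in cordycepin, 25470 in LPS+DMSO and 25627.5 in LPS+cordycepin. On the slide with replicates 1 and 2 it ranged from 21999 to 26055, and on the other slide from 27151 to 30362. No spot was saturated, and 108 to 237 spots per array that the software marked as non-uniform or out of line were left out. The number of arrays per condition limits the precision of every change.

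For the values given beside Fig. 10A and 10B, the log2 signal of each array was set relative to its 75th percentile over the 18063 probes well above background on all arrays. A probe was kept when it was well above background on all 4 arrays of at least 1 condition, and the brightest probe stood for its gene. This left 15887 genes, 11663 of them with a symbol. All 16 arrays entered a single limma fit of the 4 condition means, with p adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called raised or lowered at an adjusted p under 0.05 and a change of at least 2-fold, the minimum in the legend of Fig. 10A. The paper's text names no normalization and no test for the arrays, and its statistics section names tests for single measurements in general.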

Microarray analysis of RAW264.7 cells showed that many LPS induced inflammatory mRNAs were repressed by 1 hour pre-treatment with cordycepin (Fig. 10A). 

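LPS alone raised 333 genes and lowered 397 in LPS+DMSO against DMSO (limma). Of the 333 raised genes, 68 were called lower in LPS+cordycepin than in LPS+DMSO. This share of 20.4% has an exact 95% binomial confidence interval of 16.2% to 25.2% if genes are taken as independent, which genes that share regulators are not. A further 49 of the 333 were called higher and 216 were called neither way. The log2 change with cordycepin was below 0 for 248 of them (74.5%), with a median of -0.52 and quartiles of -0.96 and 0.03, against a median of 0.03 over all 15887 genes tested. By culture day this median was -0.64 and -0.50 for replicates 1 and 2 on one slide and -0.41 and -0.54 for replicates 3 and 4 on the other (mean -0.52 ± 0.10, SD, n = 4 days). Scaling each array to its spiked-in control RNA moved the median furthest, to -0.74, and moved the median of all genes to -0.12. The share called lower rose to 27.3% for the 128 genes that LPS raised by a log2 change of 2 or more, with a median change of -0.72. It was 28.9% for the 38 genes raised by 4 or more, with a median of -0.76.

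Both comparisons use the LPS+DMSO arrays, so a chance high signal there would raise the LPS response and lower the cordycepin change. In 100 simulated sets without any effect of cordycepin, the median change of LPS-raised genes lay between -0.09 and 0. With LPS-raised genes chosen on replicates 1 and 2 and the cordycepin change taken from replicates 3 and 4, 20.3% were called lower and the median was -0.48. The reverse choice gave 18.1% and -0.55.

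Tnf (NM_013693) was read by a probe on chromosome 17 of mm9 from 35336795 to 35336854. Its log2 signal was 11.08 ± 0.21 in DMSO, 11.56 ± 0.12 in cordycepin, 17.79 ± 0.17 in LPS+DMSO and 16.72 ± 0.12 in LPS+cordycepin (SD, n = 4 arrays each). LPS raised it by a log2 change of 6.71 (standard error 0.12, adjusted p = 9.84e-15, limma), and cordycepin changed the LPS-treated level by -1.07 (standard error 0.12, adjusted p = 5.29e-06, limma), lower in 4 of 4 replicates. This is close to the minimum of 2-fold, and without replicate 1 the change was -0.95. The difference between its LPS responses with and without cordycepin was itself past the threshold (-1.55, adjusted p = 3.71e-04, limma). Il1b (NM_008361, chromosome 2, 129190347 to 129190406) was well above background on no array without LPS. Its log2 signal was 11.34 ± 0.45 in LPS+DMSO, at least 65.2-fold higher than in DMSO when the dimmest spot well above background on each array is taken as its limit there. In LPS+cordycepin it was 9.61 ± 0.58, a change of -1.73 (standard error 0.37, adjusted p = 0.0027, limma) that was also seen in every replicate. Ccl7 (NM_013654, chromosome 11, 81860656 to 81860715) rose from 6.08 ± 0.83 to 9.88 ± 0.43 with LPS and reached 7.76 ± 0.07 in LPS+cordycepin, a change of -2.13 (adjusted p = 0.000102, limma). Traf1 (NM_009421, chromosome 2, 34798882 to 34798941), which encodes a signalling adaptor of TNF receptors, rose from 8.59 ± 0.42 to 13.74 ± 0.25 with LPS and reached 11.22 ± 0.29 in LPS+cordycepin. Its change with cordycepin was -2.52 (standard error 0.21, adjusted p = 3.62e-07, limma). The difference between the LPS responses was past the threshold for Traf1 (-1.70, adjusted p = 0.0135, limma) but not for Ccl7 (-1.69, adjusted p = 0.127, limma) or for Il1b (-2.20, adjusted p = 0.0823, limma). This fit had no block for the culture day. With the replicate number as a block, 110 genes rather than 58 were past this threshold, so a smaller response of Ccl7 and Il1b stays open.

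Other LPS-raised genes were not called. Nfkbia, which encodes an inhibitor of NF-kB, rose by a log2 change of 3.28 with LPS and changed by -0.05 with cordycepin (standard error 0.08, adjusted p = 0.779, limma). Without LPS, cordycepin changed Nfkbia by 0.69 (adjusted p = 2.37e-05, limma), higher in 4 of 4 replicates. Its LPS response was thus smaller with cordycepin (-0.74, adjusted p = 0.011, limma), and both changes were short of 2-fold. Cxcl2 had the largest rise of any gene with LPS, 10.09 (standard error 0.58, adjusted p = 6.93e-09, limma), although it was well above background on 2 of 4 DMSO arrays. In LPS+cordycepin it was lower in 4 of 4 replicates, 15.18 ± 0.31 against 15.87 ± 0.12 in LPS+DMSO (SD, n = 4 arrays each). This change of -0.69, short of 2-fold, had an adjusted p of 0.503 (limma), since the standard error of 0.58 includes the spread of 1.77 (SD) in DMSO. In a fit of only the groups compared the adjusted p was 0.0135 (limma). The ribosomal protein gene Rpl28, a reference gene of the paper's PCR experiments, changed by 0.03 (standard error 0.10), and by -0.12 to 0.04 under the other scalings.

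**Figure D1:**
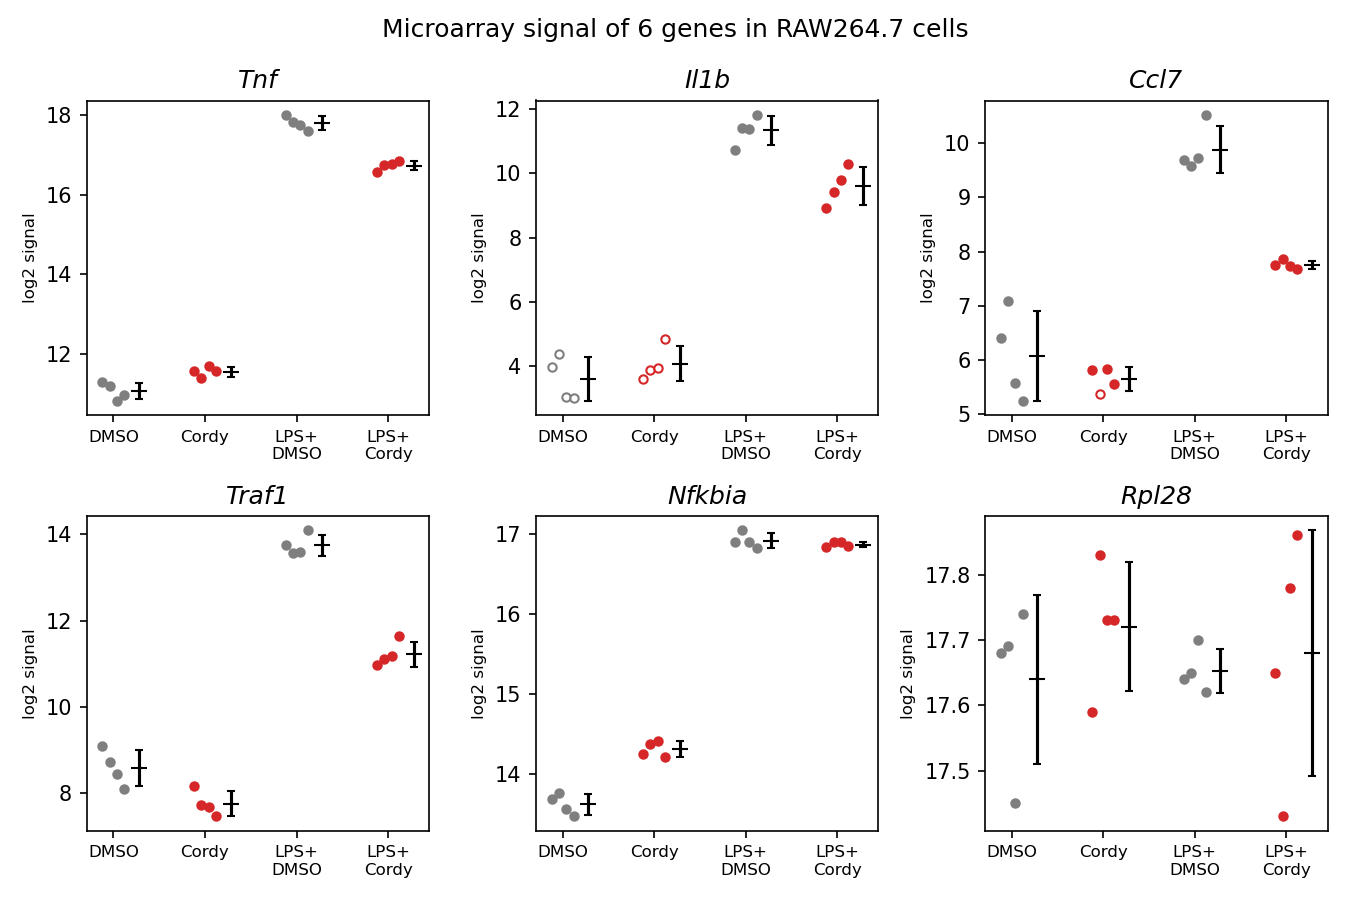
Log2 signal of 6 genes in RAW264.7 cells by condition, each on its own vertical scale. Each dot is 1 of 4 arrays per condition (open where the spot was not well above background), and the bar beside the dots is the mean ± SD. Tnf, Il1b, Ccl7 and Traf1 were lower in LPS+cordycepin than in LPS+DMSO in every replicate, by a mean of 1.07 or more on the log2 scale, whereas the means of Nfkbia and Rpl28 differed by 0.05 and 0.03.

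**Figure D2:**
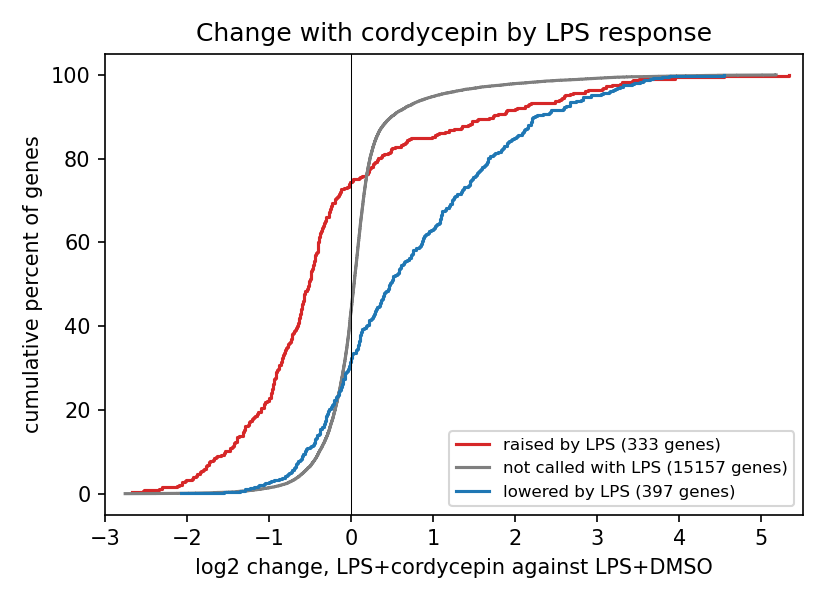
Cumulative percent of genes against the log2 change in LPS+cordycepin against LPS+DMSO, for the 333 genes raised by LPS, the 397 lowered by LPS and the 15157 called neither way. The line at 0 crosses the curve of the LPS-raised genes at 74.5%, that of the LPS-lowered genes at 32.2% and that of the others at 44.1%.

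The paper looked for possible direct actions of the drug in macrophages. From the microarrays it states that cordycepin repressed many of the inflammatory mRNAs that LPS induces.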

There was a significant enrichment of inflammatory genes in the repressed mRNAs (Fig. 10B). 

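Enrichment was computed with 2 gene sets in place of ontology terms, which are not analysed here. The first holds the 42 tested genes whose description on the array names a cytokine, such as an interleukin, a chemokine ligand or an interferon. Of these, 8 (19%) were called lower with cordycepin in the presence of LPS, against 203 (1.7%) of the 11663 tested genes with a symbol, an odds ratio of 13.8 (one-sided Fisher's exact test, p = 5.21e-07). Adjusted over the list alone, 10 were lower and 4 higher. The 8 genes were Tnf, Il1b, Ccl2, Ccl4, Ccl7, Ccl12, Csf3 and Osm, and LPS had raised each of them. Another 4 of the 42 were called higher, Xcl1 (log2 change 2.77), Il11 (3.00), Il17f (3.58) and Ifnab (1.58), and LPS had changed none of those past the threshold. The median over the set was -0.29, with 29 of 42 genes below 0. The rule also took in a few genes that are not cytokines, such as suppressors of cytokine signalling. A narrower set of 32 genes without them, chosen after the values were seen, held the same 8 and had an odds ratio of 19.5 (Fisher's exact test, p = 5.39e-08).

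The second set is a list of 184 NF-kB target genes, written by hand before the data were examined, of which 155 were tested. Here 22 (14.2%) were called lower, an odds ratio of 10.3 (one-sided Fisher's exact test, p = 2.4e-14), and 26 adjusted over the list alone. 1 gene, Btg3, was called higher, but the array annotation places its probe downstream of Plcl2 and away from the Btg3 gene. The median was -0.59, with 131 of 155 genes below 0. The list also holds 27 of the 31 tested immediate early genes, so these classes are not separated here. Against the 246 LPS-raised genes with a symbol as the background, the odds ratio was 3.25 for cytokine genes (Fisher's exact test, p = 0.0219) and 0.992 for the NF-kB list (Fisher's exact test, p = 0.57). Of the 78 listed targets that LPS raised, 18 were called lower. Gene set tests over all genes used camera with a preset correlation between genes of 0.01. They gave 0.00118 for the cytokine genes and 6.32e-19 for the NF-kB list, both toward lower expression. Under fry the values were 0.00491 and 1.66e-07, and with an estimated correlation 0.145 and 0.00155, so that only the NF-kB list was past 0.05 in all 3. The narrower cytokine set was weaker than the full one in each of these tests. It gave 0.00611 with camera at the preset correlation, 0.0192 with fry and 0.24 with an estimated correlation.

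All 29 genes named in Fig. 10B were tested and all had a log2 change below 0, with a median of -1.30 (-1.29 with Il6 at its limit) and a range from -2.54 to -0.02. Over the other scalings the median lay between -1.45 and -1.13. Past the threshold were 22 of the 29, and 25 adjusted over the list alone, which is not independent evidence since the paper chose the list on these samples. By category, 8 of 13 genes named for cytokine activity were called lower (11 adjusted over the list alone), 18 of 22 for immune response (20), 10 of 14 for inflammatory response (12) and 13 of 18 for defense response (15). The genes not called were Ccl5, Cd44, Csf1, Cxcl10, Foxp1, Ifnb1 and Il6. Of these, Il6 was well above background on no LPS+cordycepin array, and its fall of at least 2.29-fold had an adjusted p of 0.0648 (limma). With the replicate number as a block, for cultures of the same day, Il6 was called (adjusted p = 0.0106, limma), which made 23 of the 29. With the slide as a block, Il6 (adjusted p = 0.00702, limma) and Ccl5 (adjusted p = 0.0472, limma) were called. In a fit of only the groups compared, Ccl5, Csf1, Ifnb1 and Il6 were called lower, and 25 of the 29 in all. The main fit includes the spread in DMSO, where the SD was 1.41 for Ccl5, 1.53 for Csf1 and 1.97 for Ifnb1. In the conditions with LPS it was at most 0.30 for these genes. The call for Sqstm1 (-1.16, adjusted p = 0.0473, limma) rests on its brightest probe, since over the mean of its probes the change was 0.09. It was also lost in 15 of the 20 fits that left out a replicate or an array, with a change of -0.95 without replicate 4 (adjusted p = 0.255, limma). Oasl1 (-1.21) lost its call in 12 of the 20, Nos2 in 5 and Lime1 in 4. Over these fits the number called ranged from 14, without replicate 1, to 26, without DMSO replicate 2. Ccl2 (-1.33, standard error 0.18, adjusted p = 4.27e-05, limma) and Ccl4 (-1.06, standard error 0.13, adjusted p = 2.34e-05, limma) were lower in 4 of 4 replicates, and without LPS+cordycepin replicate 2 the change of Ccl4 was -0.98, short of 2-fold.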

Time course analysis for IL1β and TNF mRNA demonstrated effects even when cordycepin was given 10 minutes after LPS (Fig. 10C), indicating a rapid and direct effect on inflammatory gene expression. The unspliced precursors of the inflammatory RNAs were also reduced, suggesting a transcriptional block (Fig. 10C). However, IĸB degradation, which is required for NFĸB to enter the nucleus, was unchanged by cordycepin treatment (Fig. 10D). Despite this normal signal transduction, LPS-induced nuclear localisation of NFĸB was reduced by cordycepin treatment in the RAW264.7 macrophage cell line (Fig. 10E), and in the human monocyte derived macrophages (Fig. 10F). In addition, cordycepin reduced the differentiation of primary human osteoclasts which is also dependent on NFκB (Supplementary Fig. 6). Cordycepin thus appears to affect inflammatory gene transcription through blocking nuclear NFĸB localisation.

**Figure 10:**
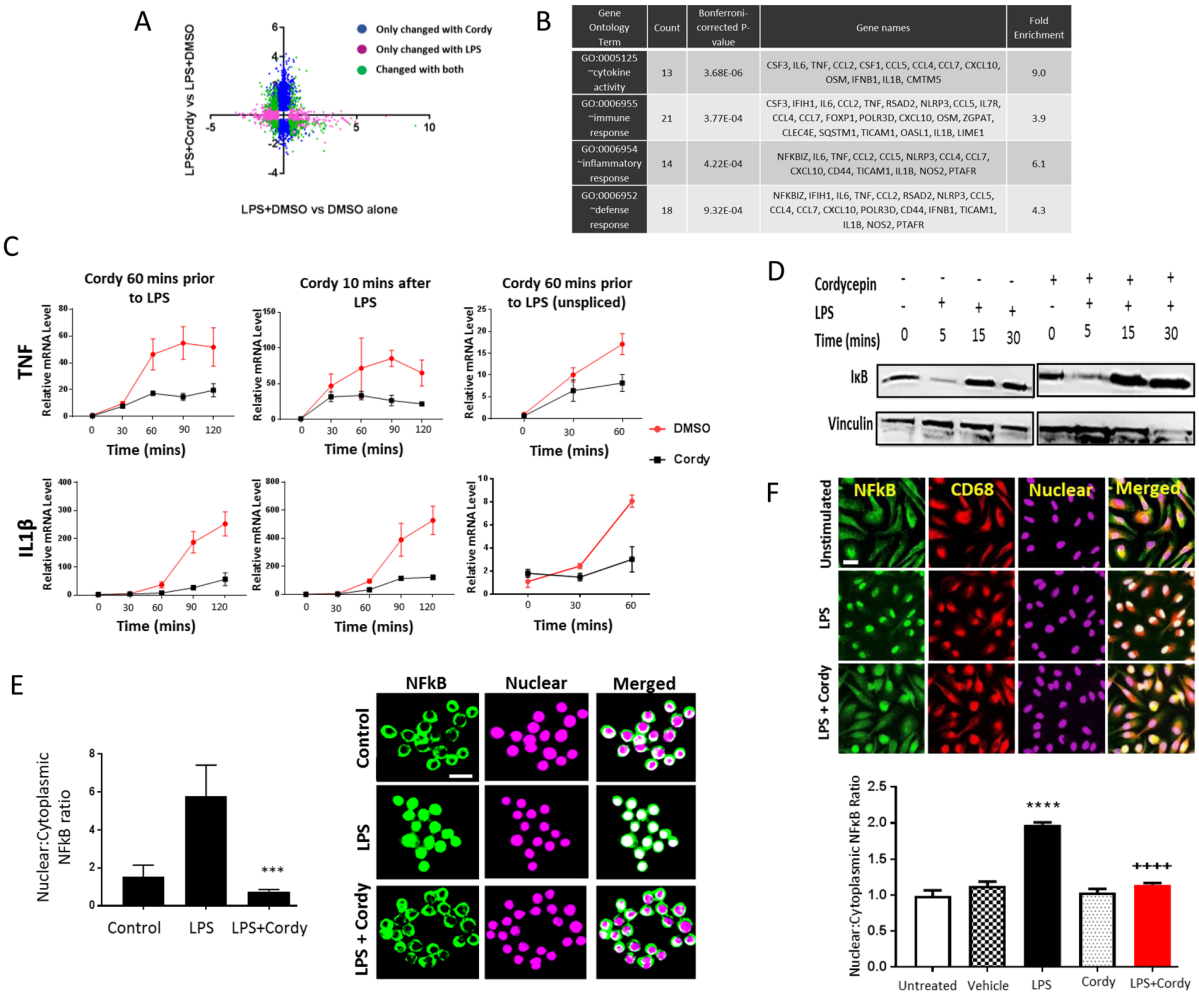
Effects of cordycepin treatment on LPS-stimulated RAW 264.7 macrophages and human monocyte derived macrophages. RAW-264.7 cells were treated with cordycepin (Cordy; 20 μM) either 60 mins prior to or 10 mins after LPS (1 μg/ml) stimulation. DMSO was used as vehicle control. Microarray (A) and gene ontology (**B**) analysis of LPS (60 mins pre-treatment) stimulated cells in the presence and absence of cordycepin. In the microarray data (**A**), the colours indicate statistically significant changes of 2 fold or more. Cordycepin treatment (●) 60 mins before and 10 mins after LPS stimulation (**C**) suppresses LPS-induced activation of inflammatory genes compared to LPS stimulated and DMSO treated cells (●). GAPDH was used as housekeeping gene. Cordycepin (●) prevented the LPS (●) induced increase in unspliced mRNA of TNF and IL1β inflammatory genes (**C**). Cordycepin treatment did not prevent the degradation of IκB as shown in the western blots (**D**). Uncropped images of the blots can be seen in Supplementary Fig. 7. Independent replicates are in Supplementary Fig. 8. At 1 hr, cordycepin reduced nuclear accumulation of NF-ĸB (**E**), reducing nuclear:cytoplasmic NFκB expression ratio (E). Monocytes isolated from peripheral blood of healthy human donors were differentiated into macrophages (**F**). Monocytes grown in the presence of human macrophage colony stimulating factor (MCSF) for 5 days were differentiated into macrophages before stimulation with LPS (100 ng/ml) with and without 20 µM cordycepin for 1 hr. DMSO was used as vehicle control. Cordycepin treatment for 1 hr reduced LPS-induced nuclear accumulation of NF-ĸB in human macrophages, reducing nuclear:cytoplasmic NFκB expression ratio (F). DRAQ5 was used to detect cell nuclei. RAW264.7 data are Mean ± SD of n = 3 biological replicates. Human macrophage data are mean ± SEM of at least n = 3 biological replicates. Scale bar = 10 μm (**E**) and 20 μm (**F)**. ****p < 0.0001 versus vehicle treated group. ^++++^p < 0.0001 versus LPS group.

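In LPS+cordycepin against LPS+DMSO, limma called 945 genes raised and 243 lowered at this threshold. An adjusted p under 0.05 without a minimum fold was met by 3058 of the 15887 genes tested, 1711 of them higher and 1347 lower, the largest shift of these counts among the settings tried. An unadjusted p under 0.05 was met by 4475. Of the 945 raised genes, 168 were well above background on no LPS+DMSO array and 551 on fewer than 4, so their size of change depends on a baseline near the detection limit. Among genes that LPS left within the threshold, 754 were called raised by cordycepin and 164 lowered. Among those that LPS lowered, 142 of 397 (35.8%) were called raised, 11 lowered and 244 neither way, with a median log2 change of 0.47.

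The largest rises by fitted log2 change were those of Aoc3, Btg3, Gm10561, Tbxa2r and Lhx3. Only genes with a symbol that moved the same way in 4 of 4 replicates were ranked. Aoc3 (NM_009675, chromosome 11, 101200545 to 101200604) had a log2 change of 5.33 (standard error 0.33, adjusted p = 1.64e-08, limma) from a level well above background on 1 of 4 LPS+DMSO arrays, while a further probe of the gene changed by 0.34. The other 4 genes were well above background on no LPS+DMSO array. With the dimmest such spot of each array as the limit, Btg3 rose at least 12.4-fold, Gm10561 at least 8.31-fold, Tbxa2r at least 9.99-fold and Lhx3 at least 7.12-fold. The order of these 4 genes is thus not known. The array annotation places the Btg3 probe on chromosome 17, from 50839065 to 50839124, downstream of Plcl2, whereas RefSeq has the Btg3 gene on another chromosome. The largest falls by fitted log2 change were those of Jrk, Chac1, Plekho2, Rsad2 and Traf1. Jrk (NM_008415, chromosome 15, 74535467 to 74535526) was well above background on no LPS+cordycepin array and fell at least 3.90-fold (adjusted p = 1.24e-07, limma), so that its rank is uncertain. Chac1 (NM_026929, chromosome 2, 119179990 to 119180049) fell from a log2 signal of 13.87 ± 0.30 to 11.16 ± 0.41 (SD, n = 4 arrays each, adjusted p = 5.53e-08, limma). Plekho2 (NM_153119, chromosome 9, 65402194 to 65402253) changed by -2.68 (standard error 0.15, adjusted p = 7.74e-09, limma), with -2.78 and 0.77 for its further probes. Rsad2 (NM_021384, chromosome 12, 27127859 to 27127918), an interferon-stimulated gene, changed by -2.54 (standard error 0.63, adjusted p = 0.00815, limma). With LPS alone, the largest falls by fitted log2 change among genes with a symbol were those of D130051D11Rik (at least 3.85-fold), 2610507I01Rik (at least 3.17-fold) and Wdr5b. The last had a log2 change of -2.65 (adjusted p = 3.48e-05, limma) to a level well above background on 1 of 4 LPS+DMSO arrays, so that its size is uncertain.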

### Cordycepin reduces inflammation through polyadenylation inhibition in macrophages

Cordycepin is a polyadenylation inhibitor and arrests a complex of factors that include polyadenylation factors such as WDR33 and CPSF4 on the mRNA precursor in polyadenylation reactions in nuclear extracts^16^, however no clear link between polyadenylation factors and inflammation has so far been established. We investigated the effect of cordycepin on the localisation of polyadenylation factors. WDR33 and CPSF4 were predominantly cytoplasmic (Fig. 11) in untreated macrophages. LPS treatment induced localisation of WDR33 and CPSF4 to the nuclei (Fig. 11A), a novel finding that indicates that they are sensitive to inflammatory signalling. Nuclear localisation of polyadenylation factors was reduced by cordycepin (Fig. 11A–C). Cordycepin therefore depletes polyadenylation factors from the nucleus, where they are usually localised during inflammatory gene induction.

**Figure 11:**
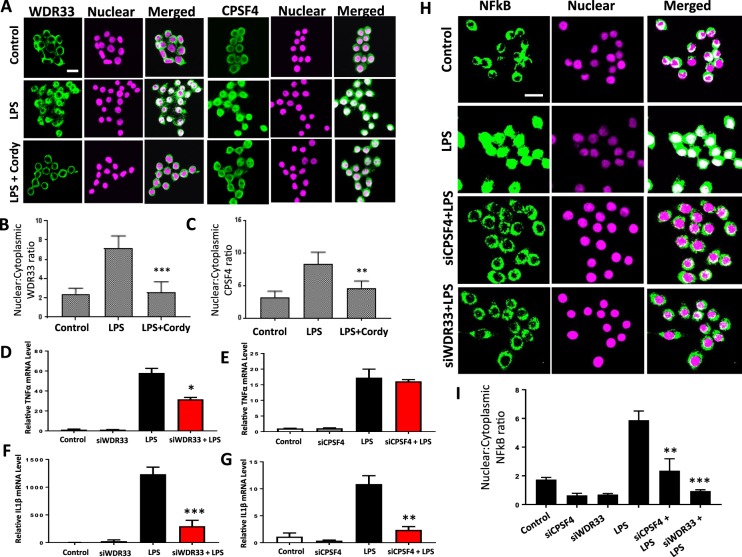
A role for the polyadenylation factors WDR33 and CPSF4 in NFκB mediated transcription. RAW 264.7 macrophages were stimulated with LPS (1 μg/ml) for 10 mins and then treated with 20 μM cordycepin for another 50 mins (**A**–**C**). DMSO was used as vehicle control. Cordycepin treatment reduced the LPS induced nuclear localisation of polyadenylation factors WDR33 (A and B) and CPSF4 (**A**,**C**). siRNA mediated knockdown of polyadenylation factors WDR33 and CPSF4 prevented LPS-induced increase in expression of TNF (**D**,**E**) IL1β (**F**,**G**) and the nuclear accumulation of NFκB (H and I). Mean ± SD of n = 3 biological replicates. *p < 0.05. **p < 0.01, ***p < 0.001, ****p < 0.0001 versus LPS stimulated cells. Scale bar = 10 μm.

To characterise a potential role of polyadenylation factors in NFĸB localisation, we knocked down WDR33 and CPSF4 using siRNA transfection. This knock-down reduced LPS mediated induction of TNF and IL1β mRNAs (Fig. 11D–G) and NFĸB nuclear localisation (Fig. 11H,I), similar to the effect of cordycepin on inflammatory gene expression. Our data therefore indicate that inflammatory gene expression in macrophages is dependent on the presence of high levels of polyadenylation factors in the nucleus.

## Discussion

OA pain is closely associated with synovial inflammation and joint damage^6,46,47^. Inflammation is present at the earliest stages of OA, even before cartilage damage is evident^48,49^. In a significant subset of patients with OA, chronic low-grade inflammation appears to be a major driver of ongoing joint damage^4^. A recent study has demonstrated that OA knees are more sensitive to inflammatory flares, leading to transient increase in pain behaviour and long-term exacerbation of inflammation-induced joint damage^50^. Preventing inflammation may therefore be particularly important in preventing symptoms and long term joint damage in OA. We demonstrate an increased expression of polyadenylation factor CPSF4 associated with synovial inflammation in human OA and that the polyadenylation inhibitor cordycepin sequestered polyadenylation factors in the cytoplasm of human macrophages, reducing nuclear levels of polyadenylation factors. Cordycepin treatment reduced pain behaviour and structural damage in the two rodent models of OA. Our data support a role of polyadenylation in OA progression, inflammatory gene expression and pain.

NF-κB is a central regulator of inflammation, involved in OA pathophysiology and is activated in OA chondrocytes during aging and inflammation^51^. We confirmed that NFκB is overexpressed, and inflammatory markers are increased, in inflamed human OA synovium, as well as in the two rodent models of OA. We used the surgically induced DMM and the chemically induced MIA models of OA, which resemble many features of human OA, pain, synovial inflammation, cartilage damage, osteophytes and subchondral bone changes. Interestingly, these models display varying degrees of inflammation and structural changes, reflecting the heterogeneity of human OA. Oral cordycepin had robust inhibitory effects on pain behaviour whether given therapeutically or preventatively in the rat MIA and the mouse DMM OA models, and reduced inflammatory markers in the synovium, indicating analgesic and anti-inflammatory properties *in vivo*.

Therapeutic cordycepin reduced cartilage damage in the DMM model, but not in the MIA model, despite a significant reduction of cartilage damage by the preventative treatment protocol. The MIA model of OA is a rapidly progressing, severe OA model and at the time when cordycepin was given (day 14 after MIA injection), cartilage damage is advanced and cordycepin treatment did not reverse the existing damage. Our data therefore suggests that cordycepin can prevent, but not repair cartilage damage, and a window of opportunity might exist in early OA during which disease modification is possible. This window was targeted in the more slowly progressing DMM model, in which therapeutic cordycepin (week 14 following DMM model induction) not only reduced OA-associated bone changes, but also reduced cartilage damage. Effects of cordycepin on subchondral bone changes were observed with both therapeutic and preventative treatment regimens. These effects of cordycepin on structural OA (cartilage damage and subchondral bone) may be mediated by suppression of synovial inflammation or direct effects on cartilage or bone. In cultured human chondrocytes and in intervertebral discs, cordycepin had cartilage protective effects^20–23^. In addition tissue culture and animal studies support benefits of cordycepin in preventing bone loss through inhibition of osteoclast differentiation^24–26^, and an osteoprotective effect in osteoporosis^27^. Our data are in keeping with the beneficial effects of intra-articular injection of encapsulated cordycepin on cartilage damage and ADAMTS5 and MMP13 immunoreactivity in the mouse anterior cruciate ligament transection (ACLT) model of OA^28^. However we acknowledge that other potential mechanisms leading to cartilage protection following cordycepin treatment may exist. These may include regulation of autophagy markers and aggrecan neoepitopes generated by aggrecanases and metalloproteases^28^. Our novel finding that orally administered cordycepin reduces synovial inflammation, structural damage and pain in the DMM and MIA models of OA demonstrates that encapsulation is not required to obtain the therapeutic effects of cordycepin.

The mechanisms by which cordycepin attenuates pain behaviour in the models of OA may arise as a result of an inhibition of inflammatory signalling, and/or direct effects on the primary afferent nociceptors. Cordycepin mediated prevention of the activation of mRNA translation in axons^52–55^, which is proposed to occur via cytoplasmic polyadenylation^56,57^ may contribute to the effects of cordycepin on OA pain responses. Local injection of cordycepin into the hindpaw reduced carrageenan-induced and prostaglandin E_2_ -induced hyperalgesia^52,53^, however these studies are complicated by the locally high doses of cordycepin used, which can also inhibit general protein synthesis and may not be specific to polyadenylation of axonal mRNAs^58^.

We report an increase in the synovial expression of the polyadenylation factor CPSF4 associated with inflammation in human OA and that polyadenylation factors undergo nuclear translocation in response to inflammatory signalling in human macrophages, suggesting a role of polyadenylation in inflammatory responses. Our data showing a specific role for polyadenylation factors in the inflammatory process are novel, but are also supported by a previous finding that polyadenylation factor CPSF4 overexpression is required for NFκB mediated transcription in lung cancer cells, suggesting this dependence is not limited to one cell type^59^. Importantly, we show that the polyadenylation inhibitor cordycepin sequesters polyadenylation factors to the cytoplasm of macrophages, lowering nuclear levels of polyadenylation factors.

In combination with our earlier data showing that cordycepin acts intracellularly as cordyTP^19,58^, our data indicate that cordycepin acts on polyadenylation, sequestering polyadenylation factors in an RNA bound complex in the cytoplasm^14–16^, and not as an adenosine receptor agonist^17,18^.

Although the exact role of polyadenylation factors in the inflammatory response and the molecular detail of the mechanisms of action of cordycepin on polyadenylation remain to be elucidated, our data demonstrate cordycepin is orally effective in models of OA pain and indicate that it functions as a polyadenylation inhibitor. We demonstrate that the effects of cordycepin on NFkB mediated transcription is shared between human and rodent macrophages, suggesting that cordycepin will also have the capacity to reduce inflammation in humans. Given that the reported toxicity of cordycepin is low^60–62^, the prospects for clinical application appear excellent. Inflammation is a core component of OA, with subgroups of human knee OA characterized by varying severities of synovial inflammation^4^. For example, generalized nodal OA displays greater synovitis than other OA subtypes^63^. Our data indicate that cordycepin holds promise as the lead compound for a novel class of orally available anti-inflammatory and analgesic drugs, initially for OA patients with high synovial inflammation, and potentially also for other conditions associated with pain and inflammation.

## Supplementary information

Supplementary Info

## Data Availability

All data generated or analysed during this study are included in this published article (and its Supplementary Information files). The microarray dataset has been deposited in the GEO database under accession number GSE126157.

## References

[1] Prieto-Potin I, Largo R, Roman-Blas JA, Herrero-Beaumont G, Walsh DA (2015). Characterization of multinucleated giant cells in synovium and subchondral bone in knee osteoarthritis and rheumatoid arthritis. BMC Musculoskelet Disord.

[2] Ashraf S, Mapp PI, Walsh DA (2010). Angiogenesis and the persistence of inflammation in a rat model of proliferative synovitis. Arthritis Rheum.

[3] Wang X, Hunter DJ, Jin X, Ding C (2018). The importance of synovial inflammation in osteoarthritis: current evidence from imaging assessments and clinical trials. Osteoarthritis Cartilage.

[4] Wyatt LA (2017). Histopathological subgroups in knee osteoarthritis. Osteoarthritis Cartilage.

[5] Cross M (2014). The global burden of hip and knee osteoarthritis: estimates from the global burden of disease 2010 study. Ann Rheum Dis.

[6] Kaukinen P (2016). Associations between MRI-defined structural pathology and generalized and localized knee pain - the Oulu Knee Osteoarthritis study. Osteoarthritis Cartilage.

[7] Yusuf E, Kortekaas MC, Watt I, Huizinga TW, Kloppenburg M (2011). Do knee abnormalities visualised on MRI explain knee pain in knee osteoarthritis? A systematic review. Ann Rheum Dis.

[8] Rigoglou S, Papavassiliou AG (2013). The NF-κB signalling pathway in osteoarthritis. Int J Biochem Cell Biol.

[9] Roman-Blas JA, Jimenez SA (2006). NF-kappaB as a potential therapeutic target in osteoarthritis and rheumatoid arthritis. Osteoarthritis Cartilage.

[10] Boyce BF, Xiu Y, Li J, Xing L, Yao Z (2015). NF-κB-Mediated Regulation of Osteoclastogenesis. Endocrinol Metab (Seoul).

[11] CUNNINGHAM KG, MANSON W, SPRING FS, HUTCHINSON SA (1950). Cordycepin, a metabolic product isolated from cultures of Cordyceps militaris (Linn.) Link. Nature.

[12] Penman S, Rosbash M, Penman M (1970). Messenger and heterogeneous nuclear RNA in HeLa cells: differential inhibition by cordycepin. Proc Natl Acad Sci USA.

[13] Rose KM, Bell LE, Jacob ST (1977). Specific inhibition of chromatin-associated poly(A) synthesis *in vitro* by cordycepin 5′-triphosphate. Nature.

[14] Ryner LC, Manley JL (1987). Requirements for accurate and efficient mRNA 3′ end cleavage and polyadenylation of a simian virus 40 early pre-RNA *in vitro*. Mol Cell Biol.

[15] Zarkower D, Wickens M (1987). Specific pre-cleavage and post-cleavage complexes involved in the formation of SV40 late mRNA 3′ termini *in vitro*. EMBO J.

[16] Shi Y (2009). Molecular architecture of the human pre-mRNA 3′ processing complex. Mol Cell.

[17] Nakamura K (2006). Antitumor effect of cordycepin (3′-deoxyadenosine) on mouse melanoma and lung carcinoma cells involves adenosine A3 receptor stimulation. Anticancer Res.

[18] Won KJ (2009). Cordycepin attenuates neointimal formation by inhibiting reactive oxygen species-mediated responses in vascular smooth muscle cells in rats. J Pharmacol Sci.

[19] Kondrashov A (2012). Inhibition of polyadenylation reduces inflammatory gene induction. RNA.

[20] Li Y (2016). Cordycepin inhibits LPS-induced inflammatory and matrix degradation in the intervertebral disc. PeerJ.

[21] Cao Z (2016). Cordycepin inhibits chondrocyte hypertrophy of mesenchymal stem cells through PI3K/Bapx1 and Notch signaling pathway. BMB Rep.

[22] Ying X (2014). Cordycepin prevented IL-β-induced expression of inflammatory mediators in human osteoarthritis chondrocytes. Int Orthop.

[23] Hu P, Chen W, Bao J, Jiang L, Wu L (2014). Cordycepin modulates inflammatory and catabolic gene expression in interleukin-1beta-induced human chondrocytes from advanced-stage osteoarthritis: an *in vitro* study. Int J Clin Exp Pathol.

[24] Dou C (2016). Cordycepin Prevents Bone Loss through Inhibiting Osteoclastogenesis by Scavenging ROS Generation. Nutrients.

[25] Wang F (2015). Cordycepin prevents oxidative stress-induced inhibition of osteogenesis. Oncotarget.

[26] Kim J, Lee H, Kang KS, Chun KH, Hwang GS (2015). Cordyceps militaris mushroom and cordycepin inhibit RANKL-induced osteoclast differentiation. J Med Food.

[27] Zhang DW, Deng H, Qi W, Zhao GY, Cao XR (2015). Osteoprotective effect of cordycepin on estrogen deficiency-induced osteoporosis *in vitro* and *in vivo*. Biomed Res Int.

[28] Xia C (2017). Photo-crosslinked HAMA hydrogel with cordycepin encapsulated chitosan microspheres for osteoarthritis treatment. Oncotarget.

[29] Imamura K (2015). Suppressing effect of cordycepin on the lipopolysaccharide-induced nitric oxide production in RAW 264.7 cells. Biosci Biotechnol Biochem.

[30] Choi YH, Kim GY, Lee HH (2014). Anti-inflammatory effects of cordycepin in lipopolysaccharide-stimulated RAW 264.7 macrophages through Toll-like receptor 4-mediated suppression of mitogen-activated protein kinases and NF-κB signaling pathways. Drug Des Devel Ther.

[31] Shin S (2009). Role of Cordycepin and Adenosine on the Phenotypic Switch of Macrophages via Induced Anti-inflammatory Cytokines. Immune Netw.

[32] Ashraf S (2014). Augmented pain behavioural responses to intra-articular injection of nerve growth factor in two animal models of osteoarthritis. Ann Rheum Dis.

[33] Glasson SS, Blanchet TJ, Morris EA (2007). The surgical destabilization of the medial meniscus (DMM) model of osteoarthritis in the 129/SvEv mouse. Osteoarthritis Cartilage.

[34] Lee JB (2017). Development of Cordycepin Formulations for Preclinical and Clinical Studies. AAPS PharmSciTech.

[35] Haywood L (2003). Inflammation and angiogenesis in osteoarthritis. Arthritis Rheum.

[36] Altman R (1986). Development of criteria for the classification and reporting of osteoarthritis. Classification of osteoarthritis of the knee. Diagnostic and Therapeutic Criteria Committee of the American Rheumatism Association. Arthritis Rheum.

[37] Sagar DR (2014). Osteoprotegerin reduces the development of pain behaviour and joint pathology in a model of osteoarthritis. Ann Rheum Dis.

[38] Mapp PI (2008). Angiogenesis in two animal models of osteoarthritis. Osteoarthritis Cartilage.

[39] Glasson SS, Chambers MG, Van Den Berg WB, Little CB (2010). The OARSI histopathology initiative - recommendations for histological assessments of osteoarthritis in the mouse. Osteoarthritis Cartilage.

[40] Jackson MT (2014). Depletion of protease-activated receptor 2 but not protease-activated receptor 1 may confer protection against osteoarthritis in mice through extracartilaginous mechanisms. Arthritis Rheumatol.

[41] Ashraf S, Mapp PI, Walsh DA (2011). Contributions of angiogenesis to inflammation, joint damage, and pain in a rat model of osteoarthritis. Arthritis Rheum.

[42] Parfitt AM (1987). Bone histomorphometry: standardization of nomenclature, symbols, and units. Report of the ASBMR Histomorphometry Nomenclature Committee. J Bone Miner Res.

[43] Xu L (2016). The anti-NGF antibody muMab 911 both prevents and reverses pain behaviour and subchondral osteoclast numbers in a rat model of osteoarthritis pain. Osteoarthritis and cartilage / OARS, Osteoarthritis Research Society.

[44] Seegers HC, Hood VC, Kidd BL, Cruwys SC, Walsh DA (2003). Enhancement of angiogenesis by endogenous substance P release and neurokinin-1 receptors during neurogenic inflammation. J Pharmacol Exp Ther.

[45] Caramés B (2012). Autophagy activation by rapamycin reduces severity of experimental osteoarthritis. Ann Rheum Dis.

[46] Neogi T (2016). Association of Joint Inflammation With Pain Sensitization in Knee Osteoarthritis: The Multicenter Osteoarthritis Study. Arthritis Rheumatol.

[47] Sarmanova A (2017). Association between ultrasound-detected synovitis and knee pain: a population-based case-control study with both cross-sectional and follow-up data. Arthritis Res Ther.

[48] Atukorala I (2016). Synovitis in knee osteoarthritis: a precursor of disease?. Ann Rheum Dis.

[49] Felson DT (2016). Synovitis and the risk of knee osteoarthritis: the MOST Study. Osteoarthritis Cartilage.

[50] Ashraf, S., Mapp, P. I., Shahtaheri, S. M. & Walsh, D. A. Effects of carrageenan induced synovitis on joint damage and pain in a rat model of knee osteoarthritis. *Osteoarthritis Cartilage*, 10.1016/j.joca.2018.07.001 (2018).10.1016/j.joca.2018.07.00130031926

[51] Saito T, Tanaka S (2017). Molecular mechanisms underlying osteoarthritis development: Notch and NF-κB. Arthritis Res Ther.

[52] Ferrari LF, Bogen O, Chu C, Levine JD (2013). Peripheral administration of translation inhibitors reverses increased hyperalgesia in a model of chronic pain in the rat. J Pain.

[53] Ferrari LF, Araldi D, Levine JD (2015). Distinct terminal and cell body mechanisms in the nociceptor mediate hyperalgesic priming. J Neurosci.

[54] Barragán-Iglesias P (2018). Inhibition of Poly(A)-binding protein with a synthetic RNA mimic reduces pain sensitization in mice. Nat Commun.

[55] Hirai T (2017). Aberrant plasticity of peripheral sensory axons in a painful neuropathy. Sci Rep.

[56] Bogen O, Alessandri-Haber N, Chu C, Gear RW, Levine JD (2012). Generation of a pain memory in the primary afferent nociceptor triggered by PKCε activation of CPEB. J Neurosci.

[57] Charlesworth A, Meijer HA, de Moor CH (2013). Specificity factors in cytoplasmic polyadenylation. Wiley Interdiscip Rev RNA.

[58] Wong YY (2010). Cordycepin inhibits protein synthesis and cell adhesion through effects on signal transduction. J Biol Chem.

[59] Yi C (2016). Cleavage and polyadenylation specific factor 4 targets NF-κB/cyclooxygenase-2 signaling to promote lung cancer growth and progression. Cancer Lett.

[60] Rodman LE (1997). Toxicity of cordycepin in combination with the adenosine deaminase inhibitor 2′-deoxycoformycin in beagle dogs. Toxicol Appl Pharmacol.

[61] Aramwit P, Porasuphatana S, Srichana T, Nakpheng T (2015). Toxicity evaluation of cordycepin and its delivery system for sustained *in vitro* anti-lung cancer activity. Nanoscale Res Lett.

[62] Ma L, Zhang S, Du M (2015). Cordycepin from Cordyceps militaris prevents hyperglycemia in alloxan-induced diabetic mice. Nutr Res.

[63] Kortekaas MC, Kwok WY, Reijnierse M, Huizinga TW, Kloppenburg M (2013). In erosive hand osteoarthritis more inflammatory signs on ultrasound are found than in the rest of hand osteoarthritis. Ann Rheum Dis.

# Supplementary material for: The polyadenylation inhibitor cordycepin reduces pain, inflammation and joint pathology in rodent models of osteoarthritis
**Source:** Sci Rep. 2019 Mar 18;9:4696. doi: 10.1038/s41598-019-41140-1
**Supplement:** Supplementary file 1 — Supplementary Info

**The polyadenylation inhibitor cordycepin reduces pain, inflammation and joint pathology in rodent models of osteoarthritis**

**Authors:** Sadaf Ashraf ^1, 4,^, Masar Radhi ^1, 4^, Peter Gowler ^2, 4^, James J Burston ^2, 4^, Raj D Gandhi ^1^ , Graeme J Thorn ^1^, Anna M Piccinini ^1^, David A Walsh ^3, 4, 5^, Victoria Chapman ^2,4,5, *^, Cornelia H de Moor ^1, 4, *^

**Supplementary File**

**
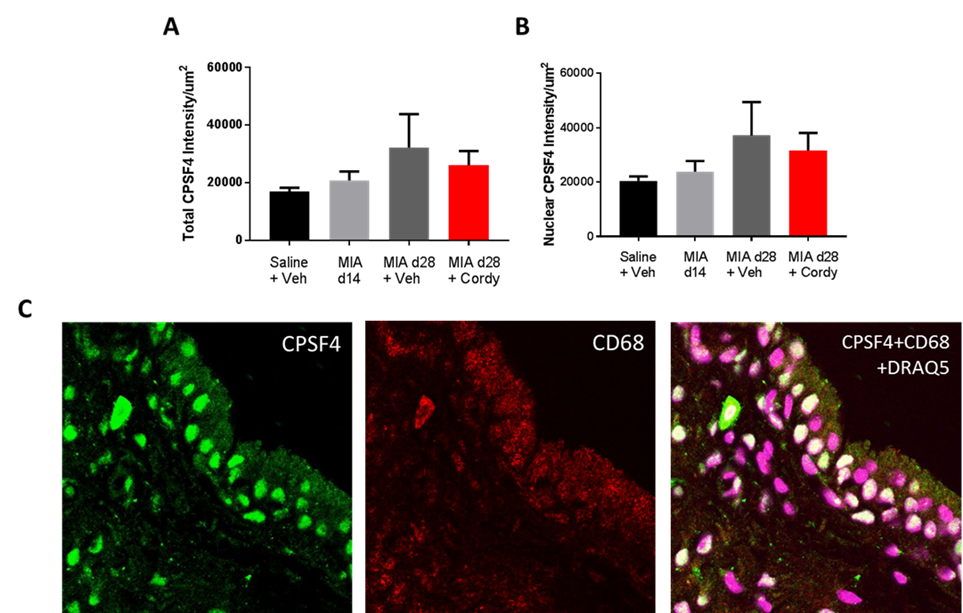
**

**Supplementary Figure 1:** Synovial CPSF4 expression in the MIA model of OA.

OA was induced on day 0 by injecting MIA (1mg/50µl) in the left knee joints of male Sprague Dawley rats. Cordycepin (Cordy; 8mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks, starting at day 14 until day 28. Saline (50µl) injected rats were used as controls. Synovial immunofluorescence staining of the polyadenylation marker CPSF4 (A-C) and the macrophage marker CD68 (C) was conducted on synovial sections from n=10 rats/group. DRAQ5 was used as a nuclear marker. CPSF4 expression was localised to CD68 positive macrophages but the total (A) or the nuclear (B) expression levels did not significantly change in the MIA model of OA and were not affected by cordycepin treatment.

| **Gene** | **Forward Primer Sequence (5’-3’)** | **Reverse Primer Sequence (5’-3’)** |
| --- | --- | --- |
| CD68 | TCCAAGATCCTCCACTGTTG | ATTTGAATTTGGGCTTGGAG |
| IL1β | AGATGAAGGGCTGCTTCCAAA | GGAAGGTCCACGGGAAAGAC |
| IL1β unspliced | TGTCTTTCCCGTGGACCTTC | ACTTGAGGGGCGTTGAGTT |
| TNF | CTATGGCCCAGACCCTCACA | CCACTTGGTGGTTTGCTACGA |
| TNF unspliced | ACACTGACTCAATCCTCCCC | AGCCTTGTCCCTTGAAGAGA |
| Nestin | AGAGAGGGGACCTGGAACAT | CATCCTCCCATTCACTTGCT |
| VEGF | GGAGATCCTTCGAGGAGCACTT | GGCGATTTAGCAGCAGATATAAGAA |
| PCNA | TGCTCTGAGGTACCTGAACT | TGCTTCCTCATCTTCAATCT |
| MYC | TGGAGGAGACATGGTGAACC | AACCGCTCCACATACAGTCC |
| Osterix | ATGGCGTCCTCTCTGCTTG | TGAAAGGTCAGCGTATGGCTT |
| RUNX1 | CAGGCAGGACGAATCACACT | CTCGTGCTGGCATCTCTCAT |
| RUNX2 | GACTGTGGTTACCGTCATGGC | ACTTGGTTTTTCATAACAGCGGA |
| RPL28 | TACAGCACGGAGCCAAATAA | ACGGTCTTGCGGTGAATTAG |
| CPSF4 | GACTGCCCTTGGTATGACCG | CGGGGCTCTCTGCTTTGTTG |
| WDR33 | TTGGACAGTGCACAGAAAGC | TTCGAGCATCCAGAGACTCC |

**Supplementary Table 1:** Mouse primers used for qRT-PCR.

**
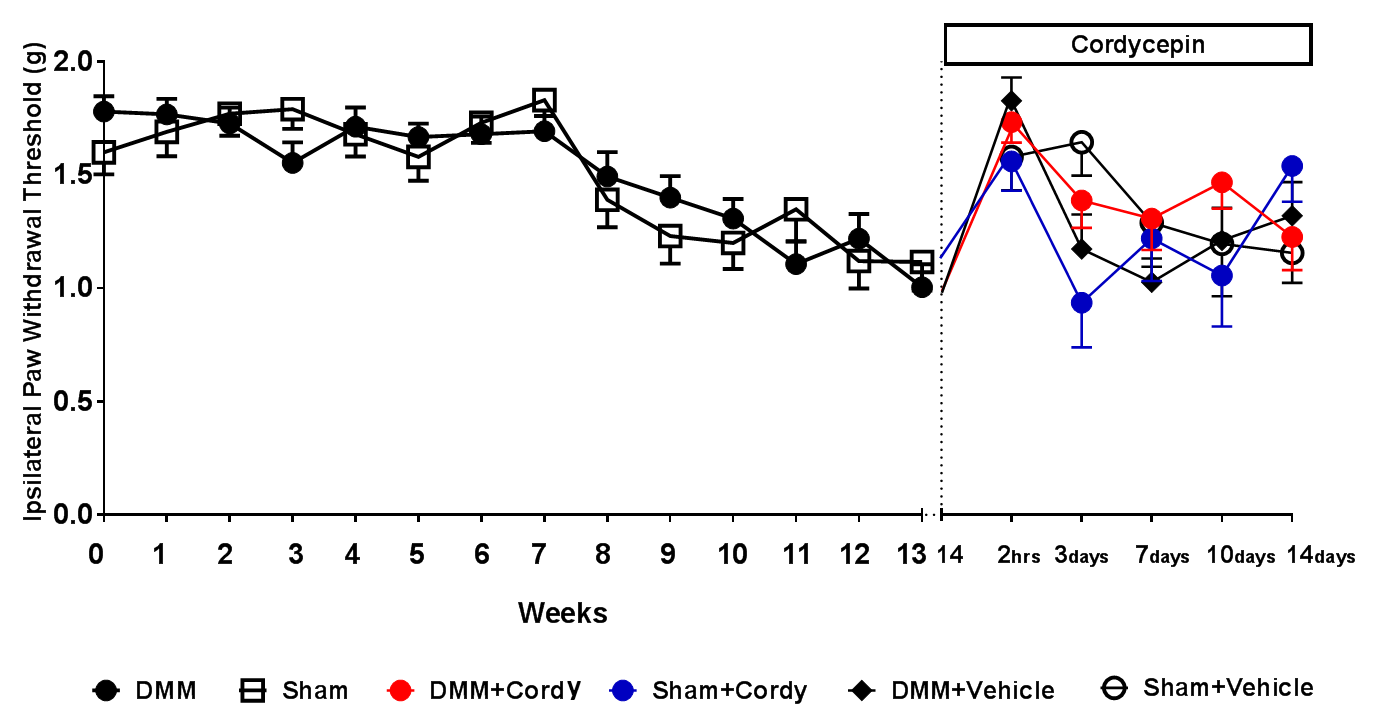
**

**Supplementary Figure 2:** Ipsilateral paw withdrawal threshold is not altered in mice following medial meniscal displacement surgery.

Osteoarthritis (OA) was induced surgically by displacement of the medial meniscus (DMM) in male C57BL/6 mice. From week 14 to 16 mice were orally gavaged every other day with 200µl cordycepin (8mg/kg) or vehicle (23% propylene glycol [PPG] in distilled water) for a period of 2 weeks. Sham-operated mice were used as control in which the ligament was visualised but not transected.

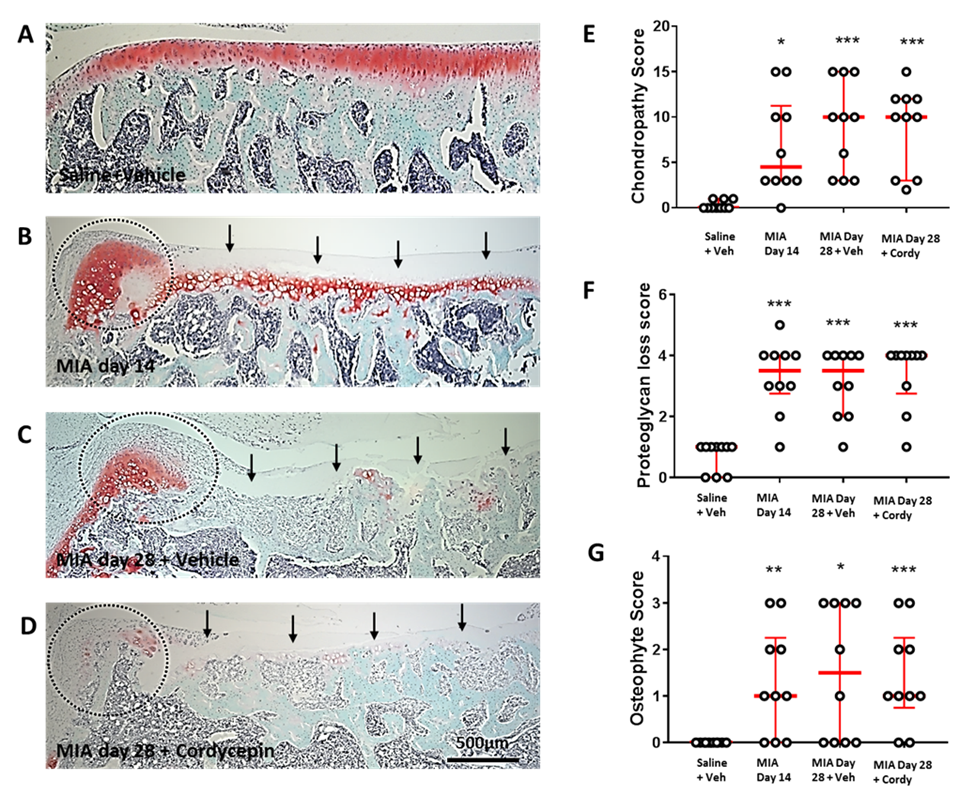

**Supplementary Figure 3:** Cordycepin treatment does not alter monosodium iodoacetate (MIA)-induced cartilage pathology.

OA was induced by injecting MIA (1mg/50µl) in the left knee joints on day 0. At day 14, cordycepin (COR; 8mg/kg, orally, every other day) or vehicle (Veh) was administered for a period of 2 weeks until day 28. Saline (50µl) injected rats were used as controls. Vehicle-treated saline-injected control rats showed smooth cartilage and joint margins with normal chondrocyte distribution and proteoglycan staining (A). Increased cartilage loss (black arrows) and osteophyte growth (circle) at joint margins accompanied with chondrocyte hypocellularity and severe loss of proteoglycan staining was observed as MIA-induced OA progressed from day 14 to day 28 (B, C, and E-G). Rats with established MIA-induced pathological changes at day 14 when treated with cordycepin for a period of 2 weeks however did not show an improvement in cartilage damage, proteoglycan loss or osteophyte size (D and E-G). Data are median±IQR from n=10 rats/group. *p<0.05, **p<0.01, ***p<0.001 versus vehicle-treated saline-injected controls.

**
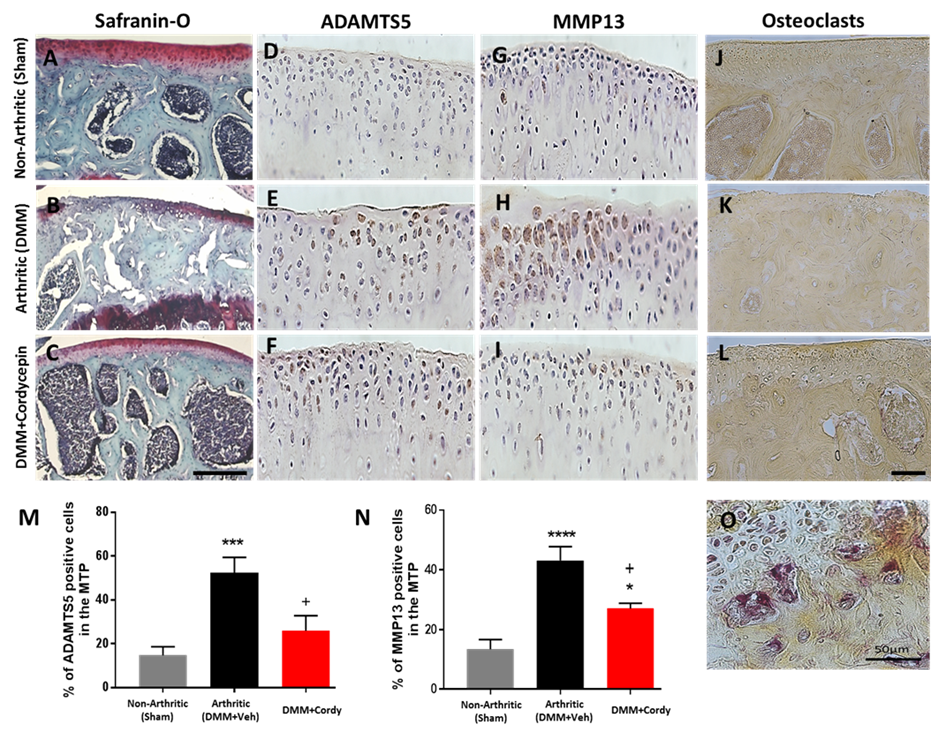
**

**Supplementary Figure 4:** Cordycepin treatment reduces DMM-induced cartilage damage by inhibiting the expression of cartilage proteolytic enzymes.

Non-arthritic (sham) mice showed smooth cartilage and joint margins with normal chondrocyte distribution and proteoglycan staining (A). A mostly nuclear expression of A disintegrin and metalloproteinase with thrombospondin motifs (ADAMTS)-5 and matrix metalloproteinase (MMP)-13 was observed in some of the cartilage chondrocytes of non-arthritic mice (D and G). Cartilage damage, chondrocyte hypertrophy and proteoglycan loss was observed 16 weeks post DMM surgery (B). ADAMTS5 and MMP13 positive chondrocytes also increased in the DMM group compared with the non-arthritic sham operated controls (E, H, M and N). Hypertrophic chondrocytes seemed to have higher expression of ADAMTS5 and MMP13. Cordycepin-treated DMM mice had reduced cartilage damage, improvement in proteoglycan staining (C) and chondrocyte cellularity, accompanied with a significant reduction in chondrocyte expression of ADAMTS5 and MMP13 (F, I, M and N). Moreover, following cordycepin treatment, chondrocyte expression of ADAMTS5 and MMP13 appeared to be mostly nuclear and there was a reduction in chondrocyte hypertrophy. Following DMM-surgery, increased subchondral bone thickening was observed (B) compared to non-arthritic sham operated mice (A) and no TRAP positive osteoclasts were present in the subchondral bone (J-L), however TRAP positive osteoclasts were seen in the bone growth plate (O). Sagittal Safranin-O fast green stained mice joint sections (A-C) showing histological changes in the cartilage. Immunostained sections showing ADAMTS5 positive (D-F) and MMP13 positive (G-I) chondrocytes in the cartilage. Data are presented graphically as mean±SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 versus non-arthritic sham operated controls. +p<0.05 versus arthritic (DMM) group.

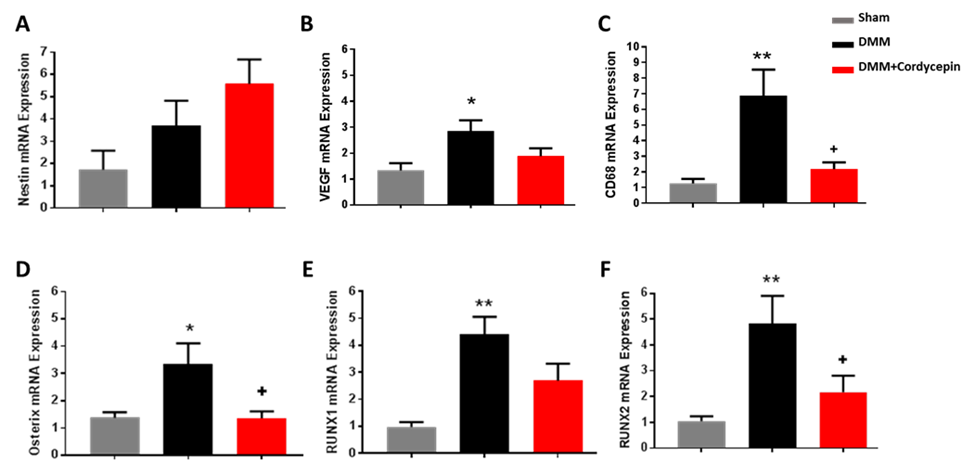

**Supplementary Figure 5:** Cordycepin treatment reduces DMM-induced increase in knee joint osteoblast markers.

In the DMM model of OA, cordycepin treatment had no effect on joint angiogenesis (A; nestin and B; VEGF mRNA expression levels) but it did reduce joint inflammation (C; CD68 mRNA expression levels). DMM model of OA was accompanied with an increase in joint mRNA expression of several osteoblast differentiation markers (D; osterix, E; RUNX1 and F; RUNX2) compared with non-arthritic sham operated mice. Following cordycepin treatment in the DMM mice, a reduction in the osteoblast differentiation markers was seen (D-F). Data are mean±SEM. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 versus non-arthritic sham operated controls. +p<0.05 versus arthritic (DMM) group.

**
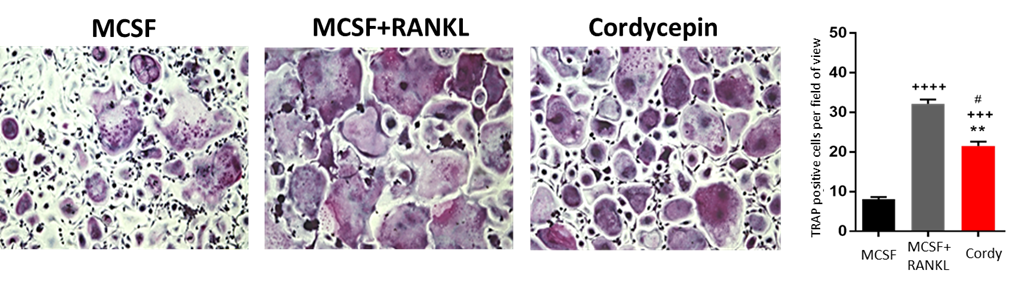
**

**Supplementary Figure 6.** Effect of cordcepin on human osteoclast differentiation.

Monocytes isolated from peripheral blood of healthy human donors were differentiated into osteoclast. Monocytes grown in the presence of macrophage colony stimulation factor (MCSF) and human receptor activator of NF-ĸB ligand (RANKL) for 14 days differentiated into osteoclasts as identified by TRAP staining and had greater number of osteoclasts compared with MCSF only treated monocytes. Cordycepin (20µM) treatment prevented osteoclast differentiation. Cells were seeded and grown on glass coverslips within a 24-well culture plates and for quantification of TRAP positive cells five random fields of view were counted per coverslip using four coverslips per condition. Cells that stained positive for TRAP and had three or more nuclei were counted. Human osteoclast data are mean ±SEM of at least n=3 biological replicates. *p<0.05, ** p<0.01, *** p<0.001, ****p<0.0001 versus MCSF+RANKL group. +++p<0.001, ++++p<0.0001 versus MCSF group.

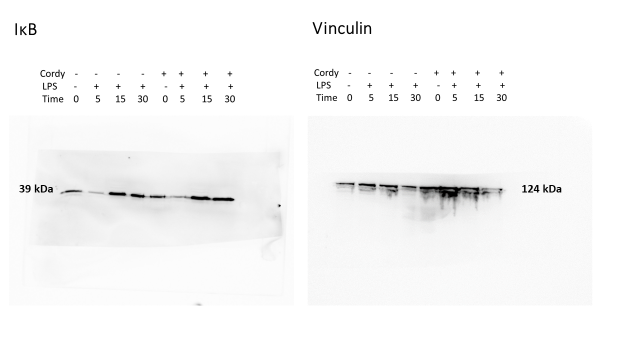

**Supplementary Figure 7:** Uncropped image of the western blot used in the manuscript.

**
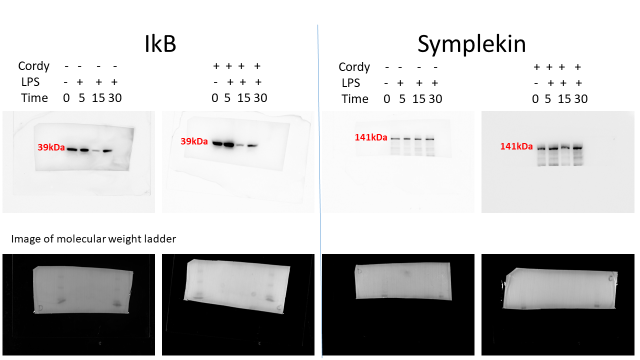
**

**Supplementary Figure 8.** Un-cropped western blots highlighting the expression of IkB and loading control symplekin.

How the deposited data were processed for this re-analysis (not part of the article)

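The experiment measured mRNA on Agilent 1-colour mouse arrays in RAW264.7 cells under 4 conditions (DMSO, cordycepin, LPS+DMSO, LPS+cordycepin) with 4 biological replicates each, 16 arrays in all. Conditions, times and replicate numbers were taken from the labels and the doses from the paper's methods.

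Both kinds of deposited file were used. The files of the scanner give, for each spot, the intensity that the authors obtained with Agilent's Feature Extraction software, as the raw mean and local background and as a processed intensity after subtraction of background and a spatial trend, without normalization between arrays. The value table deposited by the authors holds log2 values of 25775 spots for 23730 probes, between 3.73 and 18.73, and covers 15788 of the 15887 genes tested here. Its method is not stated. Its quartiles were almost the same on all arrays (upper quartile 11.82 to 11.839), so the authors had normalized it between arrays, and on each array its correlation with the log2 scanner values over spots was 0.995 to 0.998. The main values come from the scanner files, and the value table served as an alternative.

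The processed intensity was log2-transformed, spots that the software marked as outliers were left out, and spots of the same probe were averaged, which left 75 missing values. Each array was set relative to its 75th percentile. As fewer than 50 percent of the spots were well above background on most arrays, the percentile was taken over the 18063 probes well above background on all arrays and not over all probes. Probes well above background on all 4 arrays of at least 1 condition were kept (21597), and each gene was represented by its brightest probe. Probes were named through the RefSeq table by accession (27656), current symbol (3401) or synonym (321), and 24303 kept the name in the array files. Probe positions are those of the files, on mm9.

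The 4 condition means were fitted to all arrays with limma 3.58.1 in R 4.3.3, with an estimate of the spread shared by the conditions, and p was adjusted by the Benjamini-Hochberg method over the 15887 genes tested. The comparisons were LPS+DMSO against DMSO, LPS+cordycepin against LPS+DMSO, cordycepin against DMSO, and the interaction, which is the LPS response in cordycepin less that in DMSO. A gene was called at an adjusted p under 0.05 and at least 2-fold, the minimum that the paper states. On simulated data with the spread of these arrays and 200 changed genes among 15887, the procedure recovered 195 (97.5%) with 1 false call. All planted changes were well over 2-fold and the noise was independent between arrays and genes. The recovery of changes near 2-fold, and the false calls under a shared slide or day, are therefore not known from it. Gene sets were compared by one-sided Fisher's exact test against the tested genes with a symbol, and by camera (preset correlation 0.01), camera with an estimated correlation and fry. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots.

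Samples of the same replicate number share a culture day, so their residuals were compared. Residuals of arrays of the same number correlated by a mean of 0.20 (-0.06 to 0.44, with 20 of 24 pairs over 0.1), those of different numbers on the same slide by 0.18, and those on different slides by -0.19. The similarity within a slide was thus about that within a day. The main values use no block, and a block for the replicate number and one for the slide were tried as alternatives.

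The genes named in the text follow a rule set, like the comparisons and the alternatives unless stated otherwise, before the data were examined. They are every gene of Fig. 10B, of the PCR primers in Supplementary Table 1, of the housekeeping gene in the legend of Fig. 10C (Gapdh) and of the text, the 5 genes with the largest rise and the 5 with the largest fall in LPS+cordycepin against LPS+DMSO, and the 3 with the largest rise and fall in the other comparisons with DMSO. The ranked genes, ordered by fitted log2 change, had to have a symbol, pass the threshold and move the same way in all 4 replicates. Other genes are named where they make up a small count, or where the text says that they were chosen after their values were seen. Gene lists written beforehand were NF-kB targets (184 symbols), immediate early genes (36), polyadenylation factors (23), the genes of the PCR primers with Gapdh (14) and the inflammatory and polyadenylation genes of the text (9).

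The alternatives were quantile normalization, scaling to the median, scaling to 7 spiked-in control probes, normexp background correction (offset 50), the authors' values, no filter on dim probes or one on all arrays, every probe on its own or the mean of a gene's probes, blocks for the replicate number and the slide, an intensity trend with robust estimation, a fit of only the groups compared, other thresholds (an adjusted p under 0.01, no minimum fold or a smaller one), the methods' univariate test, and leaving out each replicate and each array. The 75th percentile over all probes and the narrower cytokine set were added after the values were seen. Fold limits for a group in which a gene was well above background on no array take the dimmest spot well above background on each array as the level there. Genes whose probes were above background on too few arrays (Adamts5, Mmp13, Runx2 and Sp7 among the named ones) were left out. Ontology terms and the other experiments of the paper were not analysed here.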

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

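The tests of slide or day, of shared arrays and of an upstream LPS-raised gene for the interaction were chosen only after the result was seen.

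Among the genes named in the text, 22 of 236 groups of 4 arrays (9.3%) had 1 array far from the other 3, with a gap to the nearest array beyond Dixon's 95% critical value. Chance gives about 1 in 20 such groups, 11.8 of 236 if genes were independent, which they are not. In DMSO the gap as a share of the range was 0.924 for Ccl5, 0.846 for Clec4e, 0.832 for D130051D11Rik and 0.863 for Nfkbiz, with replicate 2 higher, 0.873 for Plekho2 with replicate 2 lower, and 0.9 for Cmtm5 with replicate 4 higher. In LPS+DMSO it was 0.98 for Aoc3 with replicate 1 higher, and 0.891 for Ccl2, 0.84 for Ccl7, 0.857 for Csf3 and 0.911 for Nos2 with replicate 4 higher. In LPS+cordycepin, replicate 2 was lower for Ccl4 (0.917) and Cxcl10 (0.857) and higher for D130051D11Rik (0.841), Nfkb1 (0.898) and Osm (0.84). Replicate 1 was lower for Mybpc3 (0.911) and higher for Nes (0.833), replicate 3 was lower for Csf1 (0.9), and replicate 4 was higher for Ptafr (0.881). In cordycepin, replicate 3 was higher for Cpsf4 (0.838) and lower for Foxp1 (0.98).

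A single array out of line would hold most of these gaps. They fell on 9 arrays, with at most 5 (22.7%) on one array, which argues against 1 such array as the source of all of them. DMSO replicate 2 and LPS+cordycepin replicate 2 had 5 each. Leaving out the array in question changed the call with cordycepin in the presence of LPS for 3 genes. Ccl5 was then called lower (-1.42, adjusted p = 1.58e-04, limma, without DMSO replicate 2), while Nos2 (-0.77 without LPS+DMSO replicate 4) and Ccl4 (-0.98 without LPS+cordycepin replicate 2) fell short of 2-fold. No biological explanation of differences between replicates was tested, and the day of culture stays open.

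The LPS response differed between cordycepin and DMSO by the interaction test of limma for 58 genes, with a lower response under cordycepin for 27 and a higher response for 31. Of the 27, 25 were LPS-raised genes. Of the 31, 10 were LPS-lowered and 1 was LPS-raised. When the residuals of a fit without interaction were dealt out again, 1 of 100 arrangements, the real one, gave as many genes and the next largest gave 2. This argues against chance as the source of the count as a whole. A trend of slide or day as the whole source would leave no shared direction between slides. Of 345 genes chosen for their interaction on one slide (unadjusted p under 0.05 and 2-fold), 85.8% had the same direction on the other, and of 303 chosen on the other slide 83.8%, against the 50 percent that chance gives, if genes were independent. Both counts depend on the setting, from 3 to 49 for the lower and from 8 to 67 for the higher response. With the replicate number as a block they were 48 and 62, and the highest counts are those with the slide as a block. An effect of cordycepin on the LPS response stays open as a biological explanation.

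Over all 333 LPS-raised genes, 291 (87.4%) had a smaller LPS response with cordycepin than with DMSO, but the choice of these genes for a large response in DMSO favours this. With the genes chosen on replicates 1 and 2 and the responses taken from replicates 3 and 4, 240 of 271 (88.6%) had a smaller response, against 47.9% of all genes. The reverse choice gave 263 of 371 (70.9%), against 48.5%. Arrays shared between the choice and the response are thus argued against as the whole source of the pattern, which leaves an effect of cordycepin open here too.

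For the genes with a higher LPS response under cordycepin, a candidate explanation is transcription that runs on from an upstream gene which LPS induces. An LPS-raised gene lay upstream on the same strand within 20 kb for 6 of the 31 (19.4%) and for 47 of 15751 other genes (0.3%), an odds ratio of 79.9 (Fisher's exact test, p = 7.4e-10). None of the 31 had an LPS-raised gene at this distance downstream. The 6 were Icam5 beside Icam1, Fam71a beside Atf3, C5ar2 beside C5ar1, Mpo beside Tspoap1, Gm16486 beside Jund, and an intergenic RNA beside Btg2, chosen after their values were seen. Distances here are between probe starts, and not from the end of the upstream gene. For Icam5, whose probe starts 11129 bp beyond that of Icam1, the log2 change with LPS was -0.35 in DMSO and 3.04 in cordycepin (interaction 3.39, adjusted p = 4.14e-06, limma). For Fam71a, 8084 bp beyond Atf3, the values were -0.02 and 3.09. The other 25 genes had no such neighbour, and for them no explanation was tested.

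Cordycepin without LPS, which the paper does not report for the arrays, raised 715 genes and lowered 168 against DMSO (limma). As many genes were found in 1 of 35 splits of these 8 arrays, the real one, and the next largest split gave 2. This argues against chance, but 35 splits are too few to exclude it, and the other splits mix both conditions. By fitted log2 change, the largest rises were those of Aoc3 (at least 13.4-fold), Mybpc3 with a log2 change of 5.12 (adjusted p = 3.91e-09, limma) and Slc27a5 (at least 11.0-fold). The largest falls were those of Jrk (-2.40), Hinfp (-2.39) and Map3k9 (-2.33). Each gene moved the same way in 4 of 4 replicates. Mybpc3 was well above background on 2 of 4 DMSO arrays, and Jrk and Map3k9 on 2 of 4 cordycepin arrays, so that the sizes of these changes are uncertain. The changes resembled those in the presence of LPS, with 646 genes raised and 98 lowered in both comparisons and none called in opposite directions. The log2 changes with and without LPS correlated by 0.84 over 15887 genes, which are not independent replicates. If the days or slides that same-numbered arrays share had caused this, the correlation would be lost between changes from different days. It was 0.80 and 0.67 when one comparison used replicates 1 and 2 and the other replicates 3 and 4. An effect of cordycepin that does not need LPS is consistent with this and stays open. Technical explanations for the excess of raised genes are weighed under the other observations.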

How the results depend on the processing

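The test with the 75th percentile over all probes and that with the narrower cytokine set were chosen only after the result was seen.

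Under every alternative run, LPS-raised genes had a median change below 0 with cordycepin. The share of them called lower stayed between 18.1% and 27.3%. Other thresholds were run for the numbers of genes called only. The share left its binomial confidence interval over genes (16.2% to 25.2%) with 26.1% under spike-in scaling and 27.3% with the 75th percentile over all probes. Its spread between days was not computed. The median moved by at least about the spread between days (SD 0.10). It was -0.74 under spike-in scaling, -0.64 under normexp background correction and among genes well above background on all arrays, and -0.62 with the 75th percentile over all probes. Part of the move under spike-in scaling is that of all genes, whose median was -0.12 in this comparison, -0.14 for LPS against DMSO and 0.10 for cordycepin against DMSO. Leaving out replicates or single arrays gave 19.4% to 22.2% and medians of -0.57 to -0.47. The cause of the other moves was not tested.

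The numbers of genes called depended on the minimum fold by construction. Without it, LPS raised 817 genes and lowered 1558, cordycepin raised 1711 and lowered 1347 with LPS and 1311 and 1202 without LPS, and 43 genes had a lower LPS response. With a smaller minimum, about the width of the uncoloured band in Fig. 10A, these were 790 and 1473, 1633 and 1269, 1237 and 1146, and 43. At an adjusted p under 0.01 the interaction was past the threshold for 3 genes with a lower and 11 with a higher response.

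Settings that act on dim probes also moved the counts. Among genes well above background on all arrays, LPS raised 213 and lowered 167, cordycepin raised 343 with LPS and 226 without, and 14 genes had a higher LPS response, in part since 13765 genes were tested. The cause of the other moves in this paragraph was not tested. With normexp correction LPS lowered 149 genes, cordycepin raised 574 and lowered 123 with LPS and raised 300 and lowered 91 without, and 16 genes had a higher LPS response. With the authors' values LPS lowered 181 genes, and cordycepin raised 555 with LPS and 458 without. The ratio of raised to lowered genes for LPS alone turned from 45.6% raised to 59.9% (normexp), 60.2% (the authors' values) and 56.1% (all arrays), and also to 53.1% under quantile normalization and 51.4% with the 75th percentile over all probes, which do not act on dim probes alone. Counting every probe on its own gave 1536 and 1199 rises with cordycepin with and without LPS. Spike-in scaling left 72 genes lowered by cordycepin without LPS. Signal over background limits these counts, since many raised genes start near the detection limit.

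The interaction counts were the least stable. Genes with a lower LPS response numbered 3 under spike-in scaling and without a filter on dim probes, and those with a higher response 47 under quantile normalization, 9 under spike-in scaling and 8 without the filter. Leaving out replicates or single arrays gave 3 (without replicate 3) to 35 (without DMSO replicate 2) for the lower and 9 (without replicate 4) to 37 (without DMSO replicate 1) for the higher response. Apart from the smaller number of arrays, the cause was not tested.

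With the replicate number as a block, for the pairing of samples by day, 48 genes had a lower and 62 a higher LPS response, and with the slide as a block 49 and 67. The other comparisons kept 729 of 730, 1185 of 1188 and 883 of 883 calls with the replicate block, and the interaction 57 of 58. As every day and slide holds all conditions, a block leaves the log2 changes as they were and acts on their error only.

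Enrichment of cytokine genes and NF-kB targets among repressed genes kept odds ratios above 1 under every alternative but 1. Against LPS-raised genes as the background, the odds ratio of the NF-kB list was 0.992. The change of background is the cause, since 78 of the 155 genes are LPS-raised. For the cytokine genes the odds ratio of 13.8 became 6.89 without the filter on dim probes and 25.3 with normexp correction. The gene set test of the cytokine genes was not past 0.05 without the filter on dim probes (0.158) or with an estimated correlation (0.145). Leaving out replicates or arrays gave odds ratios of 9.61 to 22.8 (without DMSO replicate 2) for the cytokine genes and 9.13 to 12.9 for the NF-kB list, and set tests of 0.000344 to 0.00244 and 2.38e-20 to 1.23e-17.

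The methods' test for single comparisons, at an unadjusted p under 0.05 and 2-fold, called 331 genes raised and 395 lowered by LPS, 939 and 250 by cordycepin with LPS, and 731 and 170 without. For the named genes, 5744 values under an alternative had the direction and side of the threshold reported, 136 were no longer past it, 65 were newly past it and 1 was reversed. That was Sqstm1 with the mean of its probes (0.09). Leaving out replicates or single arrays gave 297 to 348 genes raised and 358 to 463 lowered by LPS, 852 to 973 and 220 to 262 by cordycepin with LPS, and 608 to 746 and 137 to 183 without LPS. For each of the 3 comparisons, 1 of 35 splits of the 8 arrays, the real one, gave as many genes. This argues against chance, but 35 splits are too few to exclude it. The next largest counts were 23, in the split by slide, for LPS against DMSO, 0 for cordycepin with LPS and 2 without. Among the 8 splits that part every pair of a day, the real one was the largest in each comparison, and the others mix both conditions.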

Differences from the paper's values

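The paper's values here are positions of points in Fig. 10A, read by eye on its log2 axes. For the largest rises and falls, a value is said to differ when it is farther from the paper's than its own standard error, and for the smallest coloured change when one is more than 1.5 times the other. The error of the reading by eye is not known. The paper's largest rise with LPS is about 9.0 in Fig. 10A, and that found here is 10.09 (standard error 0.58). This is Cxcl2, well above background on 2 of 4 DMSO arrays, so that its value depends on a baseline near background. Of the alternatives set before the data were examined, the authors' values gave 9.03, which does not differ, whereas quantile normalization, median scaling, spike-in scaling, normexp (8.58), no filter, a filter on all arrays (7.50), every probe and the mean of probes gave values that differ. The paper's largest fall with LPS is about -3.3 in Fig. 10A, against -5.18 here (standard error 0.41). This transcript, BB163080, was well above background on no LPS+DMSO array, so that the fitted value depends on a level near background and the fall is known only as at least 7.98-fold. The authors' values (-3.27), normexp (-3.19) and the filter on all arrays (-3.47) gave values that do not differ, and the other 6 settings gave values that do. The paper's largest rise with cordycepin in LPS-treated cells is about 4.2 in Fig. 10A, against 5.33 here (standard error 0.33). This is Aoc3, well above background on 1 of 4 LPS+DMSO arrays, so that this value too depends on a baseline near background. The authors' values gave 4.19, and every other setting a value that differs, normexp 3.83 and the filter on all arrays 4.59 among them. For Cxcl2, BB163080 and Aoc3 the difference from the paper is therefore one between fitted values, and a difference in the fold itself is not shown.

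The smallest change with cordycepin that is coloured in Fig. 10A is about 0.32, whereas calls here start at 1.00 by the minimum of 2-fold in its legend. With the smaller minimum fold among the alternatives, whose size was set to this band, the smallest called change was 0.32. Without a minimum fold it was 0.19, which differs, and the settings that keep the 2-fold minimum start at 1.00 or above by construction.

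Fig. 10B names 29 genes as repressed, and 22 of them were called lower here. For 6 of the other 7 the log2 changes were -1.42 for Ccl5 (adjusted p = 0.0561, limma), -0.35 for Cd44 (adjusted p = 0.00871, limma), -1.19 for Csf1 (adjusted p = 0.145, limma), -0.95 for Cxcl10 (adjusted p = 0.152, limma), -0.02 for Foxp1 (adjusted p = 0.947, limma) and -1.30 for Ifnb1 (adjusted p = 0.213, limma). Il6 was well above background on no LPS+cordycepin array and fell at least 2.29-fold (adjusted p = 0.0648, limma). Ccl5 was called lower under spike-in scaling (-1.58), with the slide as a block, in a fit of only the groups compared, without replicate 2 and without DMSO replicate 2, and with the 75th percentile over all probes (-1.55), a setting chosen after seeing the values. Csf1 was called lower under spike-in scaling (-1.35), in a fit of only the groups compared, without replicate 2 and without DMSO replicate 2. Ifnb1 was called lower under spike-in scaling (-1.45), with normexp (-1.21), with the authors' values (-1.22), in a fit of only the groups compared and without DMSO replicate 2. Il6 was called lower under quantile normalization and spike-in scaling, with a block for the replicate number or the slide, in a fit of only the groups compared, without replicate 2, without DMSO replicate 2, without LPS+cordycepin replicate 1, and with the 75th percentile over all probes, the setting chosen after seeing the values. Cd44 was past the adjusted p and is called without the minimum fold or with the smaller one. By another probe than the brightest, Cd44 changed by -1.53 (adjusted p = 0.00764, limma) and Foxp1 by -1.15 (adjusted p = 0.0236, limma). A further probe of each gene showed no such fall, with -0.06 for Cd44 (adjusted p = 0.877, limma) and -0.02 for Foxp1 (adjusted p = 0.952, limma). The methods' test for single comparisons, with or without adjustment, called Ccl5, Csf1, Ifnb1 and Il6 lower at 2-fold, and the adjustment over the Fig. 10B list alone called Ccl5, Csf1 and Il6. No setting run called Cxcl10, whose change was short of 2-fold here.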

Other observations

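The tests of scaling, dim probes and slide or day for the excess of raised genes, the test of zinc finger genes, the test of immediate early genes and the test of RNA from an LPS+DMSO sample were chosen only after the result was seen.

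Cordycepin raised more genes than it lowered, 79.5% of calls with LPS and 81.0% without. This excess belongs to changes of at least 2-fold, since without the minimum fold the shares were 56.0% (1711 genes raised and 1347 lowered) and 52.2% (1311 and 1202). Scaling as the whole source is argued against by the lowest raised share over the scalings, 70.4% with LPS. Dim probes would leave no excess among genes well above background on all arrays, where 65.2% of calls were rises. A trend of slide or day is argued against by fits of each slide alone, in which 74.6% and 81.2% of calls with LPS were rises. GC content of the probe is argued against by raised shares of 80.4%, 77.6% and 81.1% in the low, middle and high part of the probes by GC content.

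A candidate explanation is that transcription runs on from a bright gene upstream into the raised gene when polyadenylation is inhibited. Of the 475 raised genes with a symbol, 157 (33.1%) had a bright gene upstream on the same strand within 20 kb and 35 (7.4%) had one downstream. For the 11172 other genes these shares were 7.4% and 7.9%. All distances in this paragraph are between probe starts, and not from the end of the upstream gene. The odds ratio of an upstream neighbour only against a downstream neighbour only was 8.74 between raised and other genes (Fisher's exact test, p = 1.5e-24). It was 8.11 for genes raised without LPS and 0.448 for genes lowered with LPS (Fisher's exact test, p = 0.0522). A location in gene-dense regions would raise neighbours on both strands and both sides, but for an opposite-strand neighbour on the upstream side the odds ratio was 1.32 (95% confidence interval 0.866 to 1.95). Among dim named genes on the array, tested or not, raised genes more often had a downstream neighbour as well, 7.4% against 2.4% (odds ratio 3.21, Fisher's exact test, p = 1.92e-05), as gene density would give. The upstream share there was 28.9% against 2.7%, and the odds ratio of upstream only against downstream only was 6.05 (Fisher's exact test, p = 2.44e-09). Gene density is thus argued against as the whole source of the upstream neighbours, and stays open as a part of it. Upstream neighbours were found for 5.7%, 14.7% and 53.3% of raised genes within 5, 10 and 50 kb, and downstream ones for 1.1%, 2.9% and 19.4%. For other genes the shares within 50 kb were 18.2% and 19%. Among the largest rises, Aoc3 lies 9608 bp beyond Aoc2, the probe named Btg3 lies 11733 bp beyond Plcl2 and Tbxa2r lies 8643 bp beyond Cactin, while Gm10561, Lhx3, Mybpc3 and Slc27a5 have no such neighbour. Most raised genes have none within 20 kb, and while the excess upstream grows up to 50 kb, raised genes without such a neighbour at that distance are not covered by the explanation. The arrays do not show where a transcript starts, so new initiation of these genes stays open.

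Probes for intergenic RNAs may follow the same path. Of 1629 such probes tested, 266 (16.3%) were called raised and 22 lowered with LPS, against 475 (4.1%) raised among 11663 named genes, an odds ratio of 4.6 (Fisher's exact test, p = 1.35e-66). Without LPS 199 (12.2%) were raised and 9 lowered. Whether bright genes lie upstream of these probes was not tested, and their level before cordycepin was not separated from their class.

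The lower level of LPS-raised genes with cordycepin and the higher level of LPS-lowered genes each share the LPS+DMSO arrays with the LPS comparison. In 100 simulated sets without an effect of cordycepin the lowest median for LPS-raised genes was -0.09, against -0.52 observed, and the highest median for LPS-lowered genes was 0.08, against 0.47 observed. Shared arrays as the whole source of either pattern are argued against by these values. An effect of cordycepin stays open for both.

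Zinc finger genes were noticed among the genes that cordycepin lowered. Of 440 tested genes described as zinc finger proteins, 19 (4.3%) were lowered without LPS, against 148 (1.3%) of 11663 genes, an odds ratio of 3.88 (Fisher's exact test, p = 2.9e-06). With LPS 18 (4.1%) were lowered, an odds ratio of 2.54 (Fisher's exact test, p = 0.000674). Their median log2 change was -0.20 without LPS and -0.10 with LPS, and over the scalings -0.26 to -0.13 and -0.26 to -0.03. This is consistent with a lower level of the class, and the pattern was found and tested on the same arrays.

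Immediate early genes have short-lived mRNAs. Of 36 listed, 31 were tested and LPS raised 25. With cordycepin in the presence of LPS, 4 were called lower (Atf3, Dusp5, Myc and Plk2). Without LPS, 25 of 31 were below 0 in cordycepin against DMSO, with a median of -0.31 (-0.37 to -0.25 over the scalings). The gene set test gave 0.000377 with the preset correlation, 0.00206 with an estimated one and 1.44e-05 with fry. One gene was called lower (Klf2) and one higher (Nr4a2). Of the 31, 27 are also on the NF-kB list, so the lists are not separate evidence. This may reflect a lower level of short-lived transcripts, and a lower basal NF-kB activity stays open.

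Of the 23 polyadenylation factors listed, 22 were tested, and Papolg was called lower with cordycepin both with LPS (-1.74) and without (-1.73), in 4 of 4 replicates each. The median of the list with LPS was 0.09 and changed sign over the scalings (-0.07 to 0.09). Cpsf4 changed by -0.02 (standard error 0.18) and Wdr33 by -0.31 (standard error 0.10, adjusted p = 0.0335, limma), short of 2-fold. Of the 14 genes of the PCR experiments, which are those of the primers and the housekeeping gene Gapdh of Fig. 10C, 12 were tested and 4 called lower with LPS (Il1b, Myc, Runx1 and Tnf), with a median of -0.27. Runx1 was also lower without LPS. Of the 9 genes of the text, 7 were tested and 2 called lower (Il1b and Tnf), with a median of -0.31. Rela changed by -0.55 (standard error 0.08, adjusted p = 0.000148, limma), short of 2-fold, and Nfkb1 by -0.22 (standard error 0.13, adjusted p = 0.302, limma). On the NF-kB list, LPS lowered Efna1, and cordycepin without LPS raised Btg3, Cxcl2 and Nr4a2 and lowered Klf2. The probe named Btg3 is the one placed downstream of Plcl2.

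DMSO replicate 2 stood apart from the other DMSO arrays. On this array 486 genes lay more than 2-fold outside the range of the other 3, 265 above and 221 below, against 12 to 178 (median 59) for each of the other 15 arrays in its group. RNA from an LPS+DMSO sample mixed into this one would leave these genes at or below their LPS+DMSO level, but 243 of the 265 (91.7%) lay above it. Tnf, which LPS raised to 17.79, was 11.20 on this array, within the 10.83 to 11.29 of the others, whereas Ccl5 was 13.95 (11.04 to 11.26 on the others), Lcn2 11.33 (6.33 to 6.90) and Ddit3 14.31 (11.50 to 12.21), genes chosen after their values were seen. A label swapped with a cordycepin sample would raise the genes that cordycepin raises by about 1.84, but their median difference was 0.20. A local defect of the array would not reach further probes of the same genes, but 85 of 93 such probes were higher. The median difference over all 93 was 1.33. Scaling is argued against by quantile normalization, under which 516 genes lay outside, against at most 146 on any other array. On the other arrays of replicate 2 these genes deviated by a median of 0.09 or less, which argues against a shared day. A different state of that one culture, or a swap with a sample outside the study, could still have produced the pattern, and no biological explanation was tested.

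Since all conditions share one estimate of the spread, this array also affects calls between other conditions. Without it, 26 of the 29 genes of Fig. 10B were called lower with cordycepin in the presence of LPS, against 22 with it. Over the replicates and arrays left out in turn, this was the highest number, and the lowest was 14, without replicate 1. Without DMSO replicate 2 the counts were 348 raised and 387 lowered for LPS, 951 and 252 for cordycepin with LPS, 727 and 147 without LPS, and 34 genes with a higher and 35 with a lower LPS response.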
